# Prediction and Testing of Biological Networks Underlying Intestinal Cancer

**DOI:** 10.1371/journal.pone.0012497

**Published:** 2010-09-01

**Authors:** Vishal N. Patel, Gurkan Bebek, John M. Mariadason, Donghai Wang, Leonard H. Augenlicht, Mark R. Chance

## Abstract

Colorectal cancer progresses through an accumulation of somatic mutations, some of which reside in so-called “driver” genes that provide a growth advantage to the tumor. To identify points of intersection between driver gene pathways, we implemented a network analysis framework using protein interactions to predict likely connections – both precedented and novel – between key driver genes in cancer. We applied the framework to find significant connections between two genes, *Apc* and *Cdkn1a* (*p21*), known to be synergistic in tumorigenesis in mouse models. We then assessed the functional coherence of the resulting *Apc-Cdkn1a* network by engineering *in vivo* single node perturbations of the network: mouse models mutated individually at *Apc* (*Apc^1638N+/−^*) or *Cdkn1a* (*Cdkn1a^−/−^*), followed by measurements of protein and gene expression changes in intestinal epithelial tissue. We hypothesized that if the predicted network is biologically coherent (functional), then the predicted nodes should associate more specifically with dysregulated genes and proteins than stochastically selected genes and proteins. The predicted *Apc-Cdkn1a* network was significantly perturbed at the mRNA-level by both single gene knockouts, and the predictions were also strongly supported based on physical proximity and mRNA coexpression of proteomic targets. These results support the functional coherence of the proposed *Apc-Cdkn1a* network and also demonstrate how network-based predictions can be statistically tested using high-throughput biological data.

## Introduction

The majority of nonhereditary colorectal tumors arise via the sequential accumulation of mutations in key driver genes, where a mutation in a tumor suppressor (e.g. *Apc*) or oncogene (e.g. *Kras*) initiates the process, and a cascade of somatic mutations ensues [1]. Although these mutations were classically thought to be comprised of a few genes (e.g. *Apc*, *Kras*, *Trp53*), recent large-scale sequencing efforts revealed that any given tumor includes (on average) 80 mutations, with as many as 15 lying in frequently mutated “driver” genes [2]. In support of the hypothesis that these key genes function cooperatively in driving tumorigenesis, mouse models mutated at two driver genes simultaneously have shown a synergistic increase in tumor burden, including: *Pten-Apc* [3], *Kras-Tgfb* [4], and *Apc-Trp53* [5]. The evidence of synergistic, i.e. non-additive, increases in tumor burden suggest that the signaling pathways of two mutated genes may intersect downstream, and, thus, predicting and interrogating these points of intersection – ***as a biological network*** – is of significant interest. To trace the connections between genes, a variety of high-throughput datasets – e.g. protein-protein interactions (PPIs), gene coexpression, and transcription factor relationships – have been employed to infer functional associations that lend themselves to analysis as networks, in which each gene or protein is represented as a node and an interaction as an edge. Furthermore, network-based analyses can be used to identify biomarkers [6], to predict tumor progression [7], or to reveal the molecular alterations underlying disease [8].

However, our current knowledge of biological networks is far from complete. The coverage of current interactome databases is estimated to be less than 10% of the total number of interactions [9]. Thus, when interpolating the connections between driver genes, network-based analyses that rely solely upon confirmed interactions may lack essential connections. As one goal of our research is to predict and analyze the functional paths between driver genes, a critical step was to develop a predictive framework to infer and evaluate novel connections between genes. The framework proposed here (modeled on Pathfinder [10]) infers missing edges using predictions from protein family relationships and filters these paths based on known association rules. On the other hand, since a cancer gene participates in multiple signaling pathways, there may be dozens – if not, hundreds – of paths by which two proteins functionally interact. Thus, a computational approach is required to limit the network space to the specific biological context of interest. To extract functionally relevant subnetworks, the framework detects highly probable signaling pathways based on gene-gene mRNA coexpression and Gene Ontology [11] association rules mined from published pathways.

We used the computational method to elucidate the connections between a well-known driver gene of intestinal cancer, *Apc* (*adenomatous polyposis coli*), to another gene also involved in cancer, *Cdkn1a* (previously known as *p21*). Though *Cdkn1a* was not found to be mutated in populations of human colorectal cancers studied to date [2], its expression level correlates with neoplastic progression and has a prognostic value greater than that of *Trp53* [12]. Further supporting its importance in neoplasia, the double mutant mouse, *Apc^1638N+/−^ Cdkn1a^−/−^*, exhibits a synergistic increase in its tumor burden [13]. After predicting the network linking *Apc* and *Cdkn1a*, we evaluated the relevance of these predictions by manipulating the underlying system: generating *in vivo* network perturbations in two mouse models, followed by systems-level ‘omic measurements from the small intestinal epithelium. The ‘omic measurements – both proteomic and genomic – of the perturbed system were used for the statistical testing of the predicted network, thus introducing the concept of evaluating *in silico* predictions against context-specific biological data.

## Materials and Methods

### Network Analysis Framework

The network analysis framework (illustrated in Figure 1, and explained in the Methods S1) employs the PathFinder architecture outlined previously [10]. The raw network of publicly available physical interactions is first pruned of false positives using a logistic regression model that incorporates (i) the number of times a PPI is observed, (ii) the Pearson correlation of expression measurements for the corresponding genes, (iii) the proteins' small world clustering coefficient, and (iv) the protein subcellular localization data of interacting partners. Positive (1000 PPIs from the MIPS[14] database of interactions) and negative training data sets (1000 randomly selected PPIs that are not in MIPS) are used in 1000 cross-validation trials to acquire the parameters that maximize the likelihood of a true interaction.

**Figure 1:**
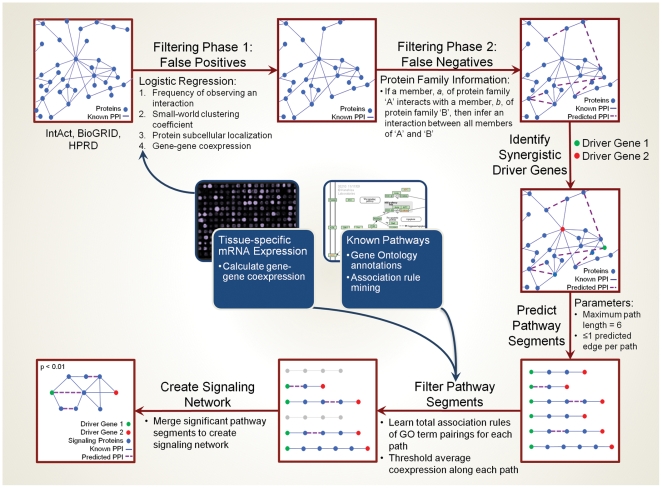
Framework for prediction of driver gene networks. The process begins with a two-step filtering process to account for false positives and false negatives in interaction databases. After selecting the driver genes of interest, pathways are predicted and then pruned using both GO term association rules and gene-gene coexpression values. Finally, the significant pathway segments are merged to arrive at a network connecting the two driver genes. The framework incorporates tissue-specific mRNA coexpression at two levels: in the pairwise filtering of false positives; and in the filtering of paths by average coexpression. The logistic regression model is trained on gold-standard interactome databases (see Methods S1 for additional details).

False negative interactions are inferred using sequence homology relationships. It was observed that proteins with similar sequences share similar interaction partners in the same organism [15], and, thus, proteins from the same family are also likely to have similar interaction patterns. The Pfam database, utilizing multiple sequence alignments and hidden Markov models (HMMs), uses sequence similarity to formulate protein family classifications [16] and serves as a useful tool for exploiting these relationships. Hence, we inferred an interaction edge if (i) two proteins do not interact with each other in the PPI network, and (ii) there exists at least one interaction between the families of these two proteins.

To identify those paths relevant to our model system of interest, coexpression data based on microarray experiments from the *Apc^Min/+^* mouse small intestinal epithelium were obtained from the Gene Expression Omnibus (series GSE422 [17]); this study used laser-capture microdissection to sample the crypts of adenomas, carcinomas, and normal epithelium. In our implementation, we used Pfam release 23.0 [16] and the Gene Ontology release in August 2008 [11]. The search algorithm was extended to find pathways up to 6 nodes in length, and the threshold for the average coexpression of pathways was 

.

### Mouse Intestinal Epithelium Isolation

All animals were handled in strict accordance with good animal practice as defined by the relevant national and/or local animal welfare bodies, and all animal work was approved by the Institutional Animal Care and Use Committee (IACUC) of Albert Einstein College of Medicine (permit number 20070805). *Apc^1638N+/−^* and *Cdkn1a^−/−^* C57BL6/J mice were generated as described previously [13] and tissue samples were harvested using the method outlined by Weiser et al., resulting in crypt and villus populations of cells from the small intestine of *Apc^1638N+/−^*, *Cdkn1a^−/−^*, and wild-type mice [18].

### 2D Differential In Gel Electrophoresis

2D Differential In Gel Electrophoresis (2D-DIGE) was performed as previously described [19]. Differentially expressed proteins from crypt and villus fractions were identified in the mutant mice (*Apc^1638N+/−^* and *Cdkn1a^−/−^*) relative to the respective fractions from wild-type mice (4 replicates each). Univariate t-tests (unequal variances and equal sample sizes) and multivariate linear regression (coded in the R package LIMMA [20]) were performed. Gel spots were selected for LC-MS/MS identification based on these two t-statistics at the 0.05 level of significance.

Gel spots were excised, trypsin digested, and the peptides were subsequently analyzed by tandem LC-MS/MS on a LC Packings/Dionex Ultimate 3000 HPLC-Orbitrap XL (Finnigan, San Jose, CA) system [19]. For interpretation of the MS/MS spectra, the MASCOT software package was used to search the SwissProt database; a null database of reversed peptide sequences was searched simultaneously to account for false positives. Identified proteins are listed in Table S1. Mascot DAT files have been made publicly available through the Proteomics Identifications Database [21], accession number 10638.

### Gene Expression Profiling

Microarray studies for crypt and villus populations from *Apc^1638N+/^* ^−^, *Cdkn1a^−/−^*, and wild-type mice (4 replicates each) were conducted on Affymetrix Mouse Genome 2.0 chips according to published procedures [22]. All data is MIAME compliant and the raw data have been made publicly available through the MIAME compliant database, the Gene Expression Omnibus [23], accession number GSE19338.

### Network mRNA Analysis

Raw .CEL files were processed in MATLAB using the Robust Multiarray Averaging procedure [24]. To deal with multiple probes capturing different aspects of a gene product's behavior, we used all probes to represent a gene. Thus, in the following analysis, each *Apc-Cdkn1a* network node, *i*, was represented by *k_i_* probes on the array, resulting in a matrix of size *q*×*n*, where 

 and 

. To determine whether the *Apc-Cdkn1a* network nodes were collectively differentially expressed in a tissue compartment (crypts or villi), we extended Hotelling's *T^2^* statistic – a classical approach useful for testing gene groups [25] – to incorporate multiple experiments, as follows:
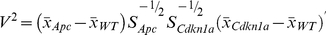
Where 

 is the vector of mean mRNA intensity for all the *q* probes for a genetic background, *G*, where 
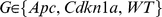
 (*Apc* indicating *Apc^1638N+/−^*; *Cdkn1a* indicating *Cdkn1a^−/−^*; and *WT* indicating wild-type C57BL6/J). *S* is the absolute value of the unbiased pooled sample covariance matrix for each mutant:
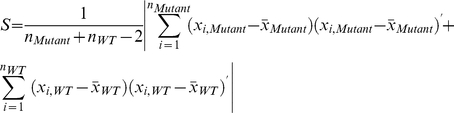
Where *Mutant* can refer to either *Apc^1638N+/−^* or *Cdkn1a^−/−^*, and the absolute value in *S* is used to avoid imaginary components when taking the inverse root of *S* in 

. It should be noted that probes corresponding to *Apc* and *Cdkn1a* themselves were excluded, as these are expected to have extremely low intensity values (in the respective mutants) that would skew the perceived aggregate network effect. 

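The Cdkn1a transcript, which encodes the cell cycle inhibitor p21, was lower in the Cdkn1a−/− mice at the dimmer of its 2 probe sets. In villi the log2 value was 4.93 ± 0.296 (SD, n = 4) in Cdkn1a−/− mice and 8.81 ± 0.898 (SD, n = 4) in wild-type mice, a log2 fold change of -3.89 (standard error 0.415, adjusted p = 0.0146 over all named probe sets). In crypts it was 4.93 ± 0.311 (SD, n = 4) against 7.44 ± 0.450 (SD, n = 4), a log2 fold change of -2.51 (standard error 0.323, adjusted p = 0.158). The Cdkn1a−/− and wild-type values did not overlap in either layer (exact permutation test of 4 against 4 mice, two-sided p = 0.0286, the smallest p that this design allows). In Apc1638N+/− mice the same probe set had log2 fold changes of 0.50 in crypts (exact p = 0.343) and 0.48 in villi (exact p = 0.514). The brighter probe set of the gene had log2 fold changes in Cdkn1a−/− mice of -0.91 in crypts (exact p = 0.0857) and 0.32 in villi (exact p = 0.171). Apc encodes a tumor suppressor of the Wnt pathway. In Apc1638N+/− mice, its 4 probe sets had log2 fold changes between -0.18 and 0.20 in crypts and between -0.05 and 0.17 in villi, with no exact p under 0.286. None of the 4 passed the test, so that the Apc probe sets do not test the genotype of the Apc1638N+/− samples.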

In 

, the difference of means, 
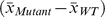
, for each mutant may be positive or negative for a probe *i*, so, unlike *T^2^*, *V^2^* can be either positive or negative.

Given that 

, sample covariance estimates are not positive definite, and hence, the inverse is singular. To circumvent this issue, we set all covariances to zero for initial calculation of *V^2^* and then calculate the significance of *V^2^* using a permutation test (i.e. stochastically generating new “*mutant*” and “*wild-type*” phenotype labels), thus preserving the underlying covariance structure in the null distribution. Setting the off-diagonal elements of *S* to zero simplifies *V^2^* to:
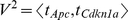
Thus, *V^2^* is simply the sum of the product of scaled t-statistics calculated for each probe, in each of the two experimental perturbations. As the number of samples was small (

 for mutant and wild-type, each), random 

 noise was added to each permutated matrix to obtain an interpolated and smoothed empirical null distribution; the standard deviation, 

, of the noise for each probe, *q*, in the genetic background, *G*, was estimated by the sample standard deviation of each probe. 10000 such permutations were calculated to obtain the null distributions, which –as expected – resemble F-distributions (see Figure S1). Since *Apc* and *Cdkn1a* are both tumor suppressors and hypothesized to affect our network of interest in a similar fashion, we expect the t-statistics to vary in the same direction if the null hypothesis (of no joint effect) is to be rejected. Hence, we compute the *p*-value of *V^2^* as the number of null observations greater than our observed value of *V^2^*. Calculating the *p*-value for the negative tail of the distribution would be useful if the perturbations were expected to have opposite molecular effects (e.g. *Apc^+/−^* paired with a *Stat3^+/−^* hypomorph).

While we present an analysis for a 2-node perturbation of a network, this analysis is extensible to *k* experimental perturbations by computing pairwise *V^2^* statistics, resulting in a matrix:
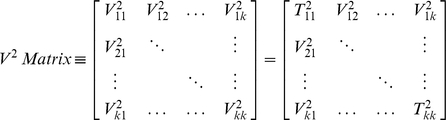
Where 

 represents the 

 statistic between perturbations *j* and *k*; as shown, the diagonal reduces to a scaled version of Hotelling's *T^2^* statistic for each experiment. As the statistics are each of a different scale, they cannot be compared directly, and, therefore, the significance of each matrix element should be calculated (as above) via a permutation test. Then, for the matrix of *p*-values, the diagonal elements provide information about the significance of individual experiments, while the off-diagonal values provide information about pairwise experimental significance. The total experimental support for network perturbations can then be calculated by aggregating off-diagonal *p*-values, e.g. by Fisher's method [26]. We recommend this approach for dealing with 

 perturbations; for 

 perturbations, as in our case, the *p*-values can be interpreted directly.

### Analysis of Proteomic Targets

To assess the importance of physical proximity, the topological distance between *Apc*-*Cdkn1a* network nodes and the respective proteomic targets was calculated. Physical PPI networks were assembled from BioGRID [27], the Human Protein Reference Database (HPRD) [28], and IntAct [29]. Each network node was tested independently for the number of 2-hop paths connecting it to a set of *n* experimentally measured proteins, expressed as follows:
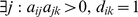

Where 

 is the entry at row *i* and column *j* in the adjacency matrix, *A*, of the PPI network; *i* is a protein in the *Apc-Cdkn1a* network; *j* is an intermediate protein; and *k* is an experimentally measured protein. In this case, the experimental proteins were the proteomic targets from either *Apc^1638N+/−^* or *Cdkn1a^−/−^* mice. If there is at least one intermediate protein, *j*, for which a two-hop path exists between nodes *i* and *k*, then the 2-hop distance, 

, is 1; the total connectivity, 

, of protein *i* to the set of 2D-DIGE targets is simply the sum of the 

. Significance was calculated against an empirical null formulated from 10000 randomly generated sets of proteins also of size *n*.

To assess patterns of coregulation, mRNA coexpression values (Spearman's correlation coefficient) were calculated from the corresponding set of normalized microarray experiments, spanning wild-type, *Apc^1638N+/−^*, and *Cdkn1a^−/−^* crypts and villi; the probe with maximum intensity was used as the representative for a gene. To test the significance of mRNA-level correlations, a modified Kuiper's test statistic, *K*, was calculated between the group correlations (i.e. all probes on the array) and sample correlations (i.e. set of 2D-DIGE targets) for each node in the network independently; it is calculated as the sum of the maximal and minimal deviations of the sample, 

, and control (i.e. entire array), *F*, cumulative distribution functions [30]:
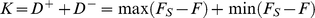
As per the suggestions of Subramanian et al. [31], the Kuiper's statistic, *K*, was modified to improve its ability to detect bimodal shifts in location of the sample distribution (as one would expect coexpressed groups of proteins to show both positive and negative correlations):
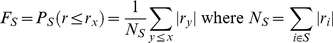
Where *S* is the set of proteins being tested (either the *Apc^1638N+/−^* or *Cdkn1a^−/−^* 2D-DIGE targets); *r* is the ordered vector of correlation coefficients between the respective 2D-DIGE targets and a single network node; and 

 normalizes 

 to have sum 1. Significance testing was performed using a normal approximation of the empirical null: the empirical null was assembled from the modified *K* calculated for 500 randomly selected protein sets, each of size 

, and maximum likelihood estimation was used to fit a normal distribution. For exploring and illustrating the connections of significant (*α* = 0.05) network nodes, we examine the subset of correlations, *r_y_*, where 

 such that 
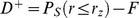
 and 

; and the subset of correlations, *r_p_*, where 

 such that 
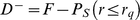
 and 

 (analogous to the “leading edge” subset of GSEA [31]). To identify differentially expressed nodes, we chose those nodes where the t-statistic (unequal variance) of the maximum intensity probe was such that 
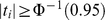
 in either the crypt or the villus compartment, where 

 is the normal inverse cumulative distribution function.

Testing each node in the *Apc-Cdkn1a* network independently resulted in a *p*-value for each of the 

 null hypotheses, where 

, and each hypothesis, 

, assumes that there is no relationship (physically-based or coexpression-based) between the *Apc-Cdkn1a* network node, *i*, and the 2D-DIGE targets. To test the group null hypothesis that all 

 are simultaneously true, *p*-values were aggregated into a statistic, *τ*, suggested by Fisher; significance was assessed against a 

 distribution with 2*n* degrees of freedom [26] (see also Methods S1). The mutated node (*Apc* in *Apc^1638N+/−^* or *Cdkn1a* in *Cdkn1a^−/−^*) was excluded from the respective analyses, as their extreme expression patterns skew the group-wise results.

## Results

### Driver Gene Network Predictions

The double mutant *Apc^1638N+/−^ Cdkn1a^−/−^* mouse was previously shown to exhibit a synergistic increase in its tumor burden when compared with the single mutants [13]. To identify the potential connections between *Apc* and *Cdkn1a*, we constructed a predictive framework that, first, learns the annotation patterns characteristic of known signaling pathways (e.g. those found in KEGG [32] and others) and, then, couples these patterns with tissue specific coexpression data to extract the most likely chains of interacting proteins involved in *Apc-Cdkn1a* signaling (illustrated in Figure 1). To identify only high-confidence pathways, a two-phase filtering process was first applied to the global PPI network. In the first phase, edges – compiled from mammalian interactions in BioGRID [27] and HPRD [28] – were pruned from the network if they did not resemble likely interactions (as defined by a logistic regression model), with the goal of reducing false positives among the reported interactions. To account for false negatives (Phase 2), interactions were added to the network by inferring relationships that are precedented in model organisms based on protein family relationships. After applying these measures to generate a synthetic network, we searched for likely connections between *Apc* and *Cdkn1a* using both gene coexpression data and Gene Ontology association rules.

To emphasize nodes and edges relevant to our biological system, we introduced a tissue-specific bias in our search for *Apc*-*Cdkn1a* connections by using gene expression data from the intestinal epithelium of *Apc^Min/+^* mice. From these data, we calculated the mRNA-level coexpression value for individual edges via the gene-gene Pearson correlation coefficient. Next, all paths in the synthetic network linking the gene products of *Apc* and *Cdkn1a* were queried, and the predicted paths were filtered based on (i) the support of association rules for GO annotations and (ii) the average coexpression along a path; the result (at a significance level of *α* = 0.01) is shown in Figure 2. The *Apc*-*Cdkn1a* network includes a number of previously known interactions (solid lines), as well as predicted interactions (dashed lines) based on: (i) protein family relationships, (ii) strength of GO association rules, and (iii) microarray coexpression along the specific path connecting *Apc* to *Cdkn1a*. As genetic interactions were included in the original interaction databases, the predicted network includes both physical and functional relationships.

**Figure 2:**
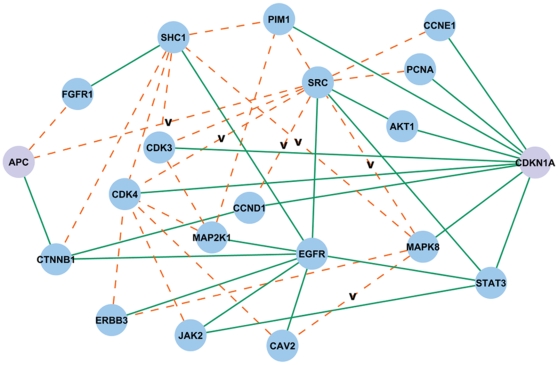
The *Apc*-*Cdkn1a* network. Solid edges represent previously known interactions; dashed edges represent predicted interactions; and edges marked with a “**v**” represent predicted interactions that have been validated recently in the published literature.

At a systems-level, the proposed *Apc-Cdkn1a* network bears the statistically unlikely property of being saturated with oncogenes: 8 of the 20 proteins are annotated as oncogenes in OMIM (*p*-value<5×10^−10^ by Fisher's exact test, see Methods S1), and many of the remaining genes have been experimentally shown to act as oncogenes (e.g. *Erbb3* [33], [34], *Shc1* [35], *Map2k1* [36]). Although the *Apc*-*Cdkn1a* network contains many well-studied proteins, the node degree (i.e. number of interactions) within the subnetwork does not strictly correlate with the node degree in the unfiltered interaction database (Pearson's correlation = 0.51). For instance, while AKT1 has many known interactions, its commonly studied biological partners – namely, GSK3B and PTEN (both of which are associated with *Apc* [3] and *Cdkn1a* [37] signaling) – do not appear in the network. Other known interactions, such as that between SHC1 and SRC [38], are also absent from the network. Since our algorithm predicts connections biased by the biology of the system under study (through the use of gene expression data from *Apc^Min/+^* mouse intestinal tissue), a particular protein or edge may not appear in the network if the pathway (i.e. chain of proteins) on which it resides does not meet the gene coexpression and/or GO association rule thresholds.

Conversely, the *Apc*-*Cdkn1a* network includes novel associations: those not contained within the source databases (dashed edges in Figure 2). Several of these interactions have recently been validated in focused studies (see Table 1), providing confidence that the framework is useful. In addition, the *Apc*-*Cdkn1a* network also suggests that certain interactions previously associated with other cancer models – such as the SRC-CCND1 functional association found in prostate cancer [39], or the phosphorylation of CDK4 by SRC in a cell line [40] – are relevant in this model of colon cancer.

**Table 1:** Published evidence validating interactions predicted in the *Apc-Cdkn1a* network.

Protein A	Protein B	Interaction Type	System	Description
**MAPK8**	CAV2^a^	Functional	Human, fetal fibroblasts;Human, lung tissue	CAV1 forms hetero-oligomers with CAV2, and CAV1 inhibits TGF-beta or IL-6 induced phosphorylation of Mapk8 in fibroblasts [51]
		Functional	Human, gingival fibroblasts	siRNA knockdown of CAV1suppressed MAPK8 phosphorylation [52]
**SRC**	APC	Functional	Mouse, colon epithelial cell line	Stable expression of SRC resulted in increased proliferation of *Apc^Min/+^* cells versus *Apc^+/+^* cells [53]
**SRC**	CCND1	Functional	Human, breast cancer cell line	SRC transfection leads to CCND1-CDK4-p27 complex formation [54]
		Functional	Human, prostate cancer cell line	SRC inhibition resulted in decreased binding of β-catenin to the promoters of G1 phase cell cycle regulators cyclin D1 and c-Myc [39]
		Functional	Mouse, renal cell line	siRNA knockdown of SRC decreased CCND1 expression [55]
**SRC**	CDK4	Phosphorylation	Human, colon cancer cell line	SRC phosphorylates CDK4 [40]
**SRC**	PCNA	Functional	Human, ovarian cancer xenograft	Administration of a small molecule inhibitor of SRC results in decreased staining for PCNA in mouse carrying the xenograft [56]
**CDK4**	CAV2^a^	Functional	Mouse, ES cells	Expression of CDK4 decreased upon knock-down of Caveolin-1 [57]

a Though CAV2 was discovered in the subnetwork, CAV1 and CAV2 are located adjacent to each other on chromosome 7 and express co-localizing proteins that form a stable complex.

### Single Node Perturbations: mRNA Profiling

As the *Apc-Cdkn1a* network represents the intersection of signaling pathways emanating from *Apc* and from *Cdkn1a*, we expect to observe functional changes in network-associated proteins in response to perturbations at either *Apc* or *Cdkn1a*. Single-node perturbations were developed in mouse models with mutations in either *Apc* (namely, *Apc^1638N+/−^*) or *Cdkn1a* (*Cdkn1a^−/−^*). 

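Epithelium of 12 mice was profiled, 4 of them wild-type, 4 Apc1638N+/− and 4 Cdkn1a−/−. Cells were eluted from the intestine in fractions. Each mouse gave 1 villus fraction (fraction 1 of the sample labels) and 1 crypt fraction (fraction 10), each on 1 Affymetrix Mouse Genome 2.0 array, so that the 24 arrays form 6 conditions of 4 mice. The methods name the small intestine and the results an age of 3 months, whereas the sample labels name the large intestine and an age of 6 months. Of 16 genes of the small intestine, 15 had mean log2 values above the array-wide median in both layers. The exception was Slc10a2, the bile acid transporter of the ileum, at 3.08 in crypts and 2.82 in villi. Apoa4, an apolipoprotein of absorptive cells, had a log2 value of 12.41 ± 0.772 (SD, n = 12) in crypts and 14.37 ± 0.139 (SD, n = 12) in villi, and Lct, the lactase of the brush border, 11.03 ± 0.926 and 12.50 ± 0.584. Lyz1, the lysozyme of Paneth cells, was at 13.93 ± 0.687 in crypts and 9.90 ± 0.810 in villi, and Fabp6, a bile acid-binding protein of the ileum, at 12.49 ± 0.623 and 9.22 ± 1.57. The colon genes Car1, a carbonic anhydrase, and Aqp8, a water channel, had mean log2 values of 3.94 and 3.82 in crypts and 3.78 and 3.64 in villi, below the median of 4.29 over the probe sets of all arrays. Aqp4, another water channel, was at 5.94 ± 0.924 in crypts and 3.23 in villi. Over the 6 conditions, the list of small intestine genes had means of 10.09 to 10.81 and that of large intestine genes 3.60 to 4.07. These list means argue against the large intestine of the labels. Slc10a2, Aqp4 in crypts and Hoxd13 in villi (4.51) went the other way. The age cannot be read from the values. Values are log2 intensities from the Robust Multiarray Averaging of the authors, and the arrays had medians of 4.19 to 4.42. Of 45101 probe sets, 34920 name a single gene. A gene was represented by its probe set with the highest mean over the 24 arrays, which gave 18152 genes, and each mutant was compared with the wild type by limma within the 12 arrays of a layer. Arrays of the same condition correlated at 0.950 to 0.989 and the 2 arrays of a mouse at 0.896 to 0.960. With 4 arrays per condition, the number of arrays limits the precision.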

While the *Apc*-*Cdkn1a* network was generated using tumor-specific *Apc^Min/+^* data – a model harboring a number of background genetic lesions [41] – the intestinal tissue obtained from the *Apc^1638N+/−^* and *Cdkn1a^−/−^* mice at 3 months of age is relatively polyp free, thus allowing us to gauge the effect of a single genetic perturbation on the pre-neoplastic epithelium. Although this removes potential bias that is introduced by subsequent mutations of neoplastic tissue, this approach may also attenuate the flow of information between the two genes.

Since we are using the two perturbations to determine how well the *Apc-Cdkn1a* network can capture biological phenomena, we introduced a multivariate statistic, *V^2^* to test if differences in mean mRNA abundance exist jointly between the *Apc^1638N+/−^* and *Cdkn1a^−/−^* models. By using *V^2^*, as illustrated in Figure 3, genes with mild differential expression in the two individual mutants can contribute to the overall support of the network, as *V^2^* rewards those genes where each of the two independent t-statistics are both greater than 1. Statistical significance of *V^2^* was tested against a permutation null, and, as our perturbations involved two tumor suppressors expected to have molecular effects in the same direction, we used the positive tail of the distribution. 

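Of the proliferation, Wnt target and Paneth cell genes that passed, more were higher in the crypt fractions, and of the enterocyte, goblet, enteroendocrine, tuft and immune genes that passed, more were higher in the villus fractions. Higher in crypts were Mki67 (log2 difference between crypts and villi 4.37, standard error 0.301) and Cdc20 (4.00, standard error 0.270), genes of mitotic cells, and the Paneth cell genes Ang4 (5.33), Itln1 (5.06) and Lyz1 (4.02). Olfm4, a gene of crypt base cells (4.75, standard error 0.620), the progenitor transcription factor Myb (3.99), the chloride cotransporter Slc12a2 (3.88), the microtubule regulator Stmn1 (3.84) and 9130208D14Rik (4.14) completed the 10 largest rises. The 10 largest falls, that is, genes higher in villi, were those of the adenosine deaminase Ada (-5.95, standard error 0.276), the ecto-enzymes Enpp3 (-5.70) and Nt5e (-5.20), Clca4a (-5.50), the tryptophan-degrading enzyme Ido1 (-5.42), the laminin chain Lama3 (-4.93), the transporter Slc23a4 (-4.45), Ambp (-4.22) and the lymphocyte genes Cd3g (-4.29) and Gzmb (-4.07). These 20 genes stand for 2469 at an adjusted p under 0.05 that differed in the same direction in all 12 mice. Of 18152 genes, 3026 were higher in crypts and 2957 in villi at an adjusted p under 0.05 from limma with the mouse as a block, and 7206 had an unadjusted p under 0.05. In the 4 wild-type mice alone 3757 genes passed, 2549 of them higher in crypts and 1208 in villi. Of 29 proliferation genes, 25 rose and 1 fell in crypts (26 and 1 adjusted over the list alone), with a camera adjusted p of 2.46e-15 and an adjusted p = 0.146 with an estimated correlation. Among 22 Wnt target genes 14 rose and 2 fell over all genes and over the list alone, for example the stem cell gene Smoc2 (2.86), Cdk6 (2.13), Sox9 (1.72) and Sp5 (-1.11); camera gave an adjusted p of 1.02e-04, and an adjusted p = 0.146 with an estimated correlation. Of 5 Paneth cell genes 4 rose (4 over the list alone; camera adjusted p = 2.71e-05, adjusted p = 0.153 with an estimated correlation). Of 23 enterocyte genes, 13 were lower in crypts and 2 higher (15 and 3 adjusted over the list alone), among them the keratin Krt20 (-2.06), the phosphatase Alpi (-1.99), Apoa4 (-1.97) and the carbonic anhydrase Car4 (3.45), with a camera adjusted p of 1.80e-04 and an adjusted p = 0.362 with an estimated correlation. Goblet cell genes were lower for 8 of 12 and higher for 1 (8 and 1 over the list alone; camera 1.80e-04, adjusted p = 0.238 with an estimated correlation), for example the mucin Muc2 (-1.93) and Fcgbp (-2.44) against Spink4 (1.64). Of 13 enteroendocrine genes 10 were lower and 2 higher (10 and 3 over the list alone; camera 3.12e-06, adjusted p = 0.169 with an estimated correlation), with the hormones secretin, Sct (-3.38), and cholecystokinin, Cck (-3.26), and the serotonin enzyme Tph1 (-3.63). Of 10 tuft cell genes 6 were lower in crypts (6 over the list alone; camera 0.00167, adjusted p = 0.238 with an estimated correlation), and of 18 immune genes 9 were lower and 1 higher (10 and 2 over the list alone; camera 2.97e-04, adjusted p = 0.238 with an estimated correlation). Among the network nodes Ccnd1, a cyclin that drives entry into the cell cycle, its partner kinase Cdk4, the replication clamp Pcna and the kinase Akt1 were higher in crypts, by 3.19 (standard error 0.197), 1.82, 1.23 and 0.48. Another 8 nodes were lower in crypts, among them Jak2 (-1.62), Stat3 (-1.41) and Map2k1 (-1.19).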

Knowing that many molecules “switch” expression (i.e. high to low, or vice versa) in the transition from crypts to villi [19], the microarray datasets for these two biological compartments were tested separately. 

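In the crypts of the Cdkn1a−/− mice, transcripts of the growth factor receptor Erbb3, the stress kinase Mapk8, the cytokine receptor kinase Jak2 and the MAP kinase kinase Map2k1 had log2 fold changes against the wild type of -1.20, -0.48, -0.57 and -0.56, while those of the cyclin Ccne1 and the caveolin Cav2 had 0.40 and 0.39. Erbb3, with a standard error of 0.310, passed the test over the 18 nodes alone (adjusted p = 0.0382; 0.142 over all genes), and its log2 value at the brighter of its 2 probe sets was 9.06 ± 0.483 (SD, n = 4) in Cdkn1a−/− crypts and 10.26 ± 0.25 (SD, n = 4) in wild-type crypts. The other probe set of Erbb3 had log2 fold changes of 0.05 (standard error 0.235) in Cdkn1a−/− and -0.40 in Apc1638N+/− crypts. At the brighter probe set the values of the mutant and the wild type did not overlap, and neither did those of Mapk8 (exact permutation test, p = 0.0286 for each). In Apc1638N+/− crypts, Erbb3 had a log2 fold change of -0.77 (standard error 0.310, exact permutation p = 0.0571) and Akt1, a survival kinase, of -0.59 (exact permutation p = 0.2), and no node passed, with a lowest adjusted p of 0.508 over the nodes alone. Of the 18 nodes, 17 had log2 fold changes of the same sign in both mutants. The exception was Ccnd1, with 0.03 in Apc1638N+/− and -0.08 in Cdkn1a−/− crypts. Both mutants were compared with the same 4 wild-type mice, and 77.5% of all genes also had the same sign in both. Over the 49 probe sets of the nodes, 38 had scaled differences of the same sign in both mutants. Their sum of products, V2, was 35.9, with the largest parts from Mapk8 (6.30), Cav2 (5.02), Erbb3 (4.72), Egfr (3.73) and Fgfr1 (3.72). Its one-sided permutation p was 0.0383, from 10000 relabellings of the 12 crypt arrays together, with noise of the standard deviation of each probe set added. The methods give the number and the noise, and do not state which arrays are relabelled together. With labels permuted separately for each mutant the p was 0.002. With no noise added, the exact p over the 34650 distinct relabellings was 0.0951. With the values quantile normalized again, which was chosen after the results were seen, V2 was 19.6 (permutation p = 0.2999). The Cdkn1a−/− crypt arrays had a narrower range of log2 values than the wild-type crypt arrays, with distances between the 10th and 90th percentiles of 5.07 ± 0.194 (SD, n = 4) and 5.63 ± 0.157 (SD, n = 4; exact permutation p = 0.0286).

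**Figure D1:**
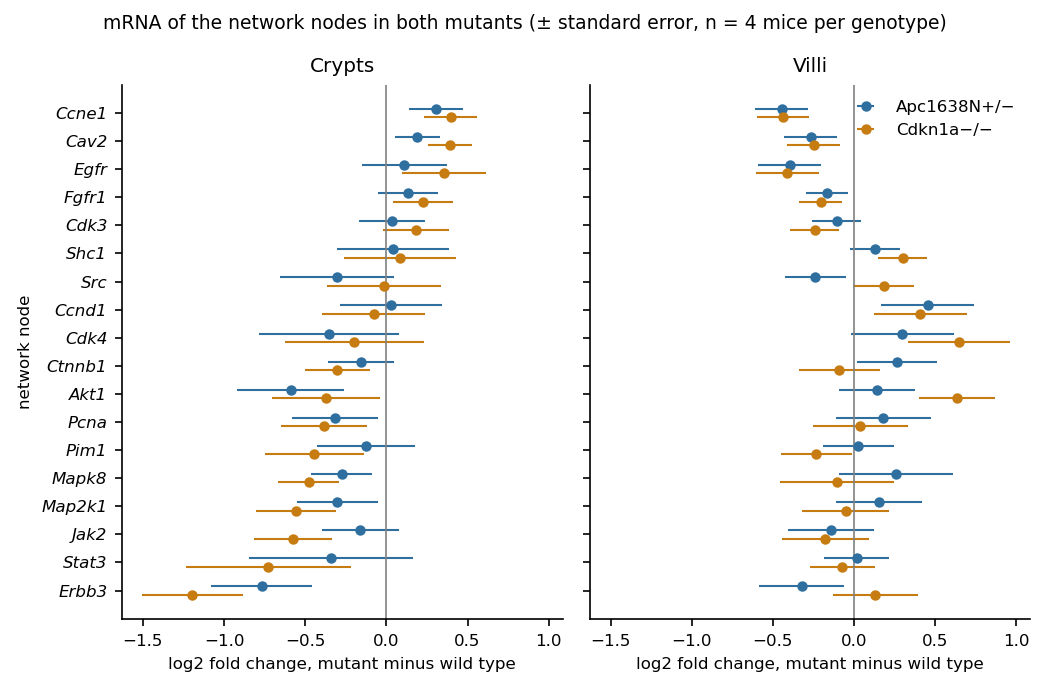
Log2 fold changes of the 18 network nodes in Apc1638N+/− and Cdkn1a−/− mice against wild-type mice, in crypts and in villi, from limma with 4 mice per genotype; bars are standard errors. In crypts, Erbb3 lies lowest in both mutants, at -0.77 and -1.20. Both mutants share the same wild-type mice.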

We found that the *Apc-Cdkn1a* network was strongly supported (*p*-value = 0.002) by the joint mRNA differential expression in the two mutants' crypt compartment. Network coherence was weaker (*p*-value = 0.060) in the villus compartment, and the network as a whole was not differentially expressed in the villi of either mutant, noted in the two *V^2^* matrices' *p*-values:
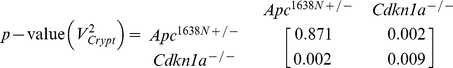

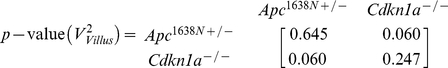
Where, as mentioned, the diagonal elements indicate the significance of differential expression *within* a mutant (as per Hotelling's *T^2^*), and the off-diagonal elements indicate significance of joint differential expression *across* mutants (as per *V^2^*). In the crypts, the network was differentially expressed in *Cdkn1a^−/−^* (*p*-value = 0.009), but not in *Apc^1638N+/−^* (*p*-value = 0.871), and, yet, was jointly supported by differential expression across both mouse models (*p*-value = 0.002). This illustrates that small mRNA-level changes that are shared between multiple perturbations – on a gene-by-gene basis – provide joint support for the network hypothesis, while any individual perturbation may fail to demonstrate the claim.

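In Cdkn1a−/− crypts, 5 chaperone genes and 6 immune genes fell and 2 immune and 2 Paneth cell genes rose when adjusted over their lists alone. None of these genes passed the test over all genes. In Cdkn1a−/− crypts, 5 of 14 endoplasmic reticulum chaperones passed adjusted over the list alone, the calcium-binding Calr (-1.06, standard error 0.255), Hspa5 (-0.97), Dnajb9 (-1.10), Dnajb11 (-0.76) and Creld2 (-0.85). All 14 had negative log2 fold changes (median -0.66; camera adjusted p = 2.94e-04, adjusted p = 0.532 with an estimated correlation). All 15 genes of oxidative phosphorylation were lower in Cdkn1a−/− crypts (median -0.48; camera adjusted p = 9.55e-04, adjusted p = 0.532 with an estimated correlation) and 14 of 15 in Apc1638N+/− crypts (camera adjusted p = 4.06e-05, adjusted p = 0.637 with an estimated correlation), with 0 past the test over the list alone in either. Of 23 enterocyte genes, 21 were lower in Cdkn1a−/− crypts (camera adjusted p = 0.00523, adjusted p = 0.532 with an estimated correlation) and 20 in Apc1638N+/− crypts (camera adjusted p = 4.16e-04, adjusted p = 0.714 with an estimated correlation), also with 0 over the list alone. Across all genes, the shift of Apc1638N+/− crypts correlated at 0.410 with the crypt minus villus difference of the Cdkn1a−/− mice. Of the 200 genes highest in villi over crypts in those mice 177 were lower in Apc1638N+/− crypts (median -0.51), and the 200 highest in crypts had a median of 0.02. In Cdkn1a−/− crypts, against the difference of the Apc1638N+/− mice, the correlation was 0.165, 175 of the 200 villus genes were lower (median -0.63), and the 200 crypt genes had a median of -0.27. Of 18 immune genes, 6 fell and 2 rose in Cdkn1a−/− crypts adjusted over the list alone. The leukocyte gene Ptprc (-2.13, standard error 0.472) and the T cell and cytotoxic cell genes Cd8a (-1.41), Cd3g (-1.92), Gzma (-2.25), Gzmb (-2.45) and Ccl5 (-2.06) fell, and the B cell gene Cd79a (0.71) and the macrophage lysozyme Lyz2 (1.41) rose. The list as a whole did not move one way (camera adjusted p = 0.175), and its genes moved in either direction by fry (adjusted p = 0.00389). The Paneth cell genes Mmp7 (1.42, standard error 0.349) and Ang4 (1.52, standard error 0.514) rose over their list of 5 (camera adjusted p = 0.0362, adjusted p = 0.532 with an estimated correlation), and the antibacterial phospholipase Pla2g2a rose over the antimicrobial list of 14 (1.29, standard error 0.196, adjusted p = 2.84e-04 over the list alone). Over all genes, limma called 0 of 18152 in either mutant, with 4277 in Cdkn1a−/− and 969 in Apc1638N+/− crypts at an unadjusted p under 0.05. With the first letter of the mouse names as a block, of which 1 wild-type mouse shares a letter with the Cdkn1a−/− mice, the numbers were 491 and 1681. Without the Cdkn1a−/− mouse j04 the Cdkn1a−/− number was 2448. The Apc1638N+/− number was 480, 299, 2060 and 2134 without the Apc1638N+/− mice m79, n80, m05 and m64, and 516 and 630 without the wild-type mice n10 and i28. The methods' t-test called 1 gene in Cdkn1a−/− crypts, Rnf121, named here after its value was seen, and 0 in Apc1638N+/− crypts. For Cdkn1a−/− crypts, limma on the Cdkn1a−/− and wild-type arrays alone called 88 (9 higher, 79 lower). With the mouse as a random block over all arrays it called 370 (181 higher, 189 lower). The Cdkn1a−/− and wild-type values did not overlap for 2921 genes (16.1%) and the Apc1638N+/− and wild-type values for 292 (1.61%), where chance gives 2.86%. On the Cdkn1a−/− crypt arrays, whose range of values was narrower, the 10% of genes with the lowest level in wild-type villi had a median log2 difference of 0.13 and the 10% with the highest level -0.42. In Apc1638N+/− crypts these medians were 0.07 and -0.25. For the network, T2 was 103 in Cdkn1a−/− crypts (permutation p = 0.0068, 0.0571 by exact enumeration of 70 relabellings without noise) and 24.0 in Apc1638N+/− crypts (permutation p = 0.871). From its own p values of T2 and the joint V2, the paper concludes that the network was jointly supported across both mouse models although it was differentially expressed in the Cdkn1a−/− crypts but not in the Apc1638N+/− crypts.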

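Erbb3, Mapk8, Jak2 and Map2k1 had negative log2 fold changes in the crypts of both mutants, none of which passed in Apc1638N+/− crypts, and signs were shared over the whole array. Across 18152 genes, log2 fold changes of Apc1638N+/− and Cdkn1a−/− crypts had the same sign for 77.5% and correlated with a Pearson's r of 0.688. In villi the same sign was found for 71.4% and r was 0.539. Genes are not independent replicates, and both mutants were compared with the same 4 wild-type mice. Unchanged groups simulated against shared wild-type arrays gave a mean r of 0.420 in crypts (-0.39 to 0.91 over 100 simulations), and 22 of the 100 were as high as the r of the crypts. In villi the mean was 0.499, and 55 of 100 were as high. With the wild-type mice split 2 and 2, so that each mutant had its own wild-type mice, the mean r over 6 splits was 0.354 in crypts (0.154 to 0.603) and 0.153 in villi (-0.01 to 0.37).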

**Figure 3:**
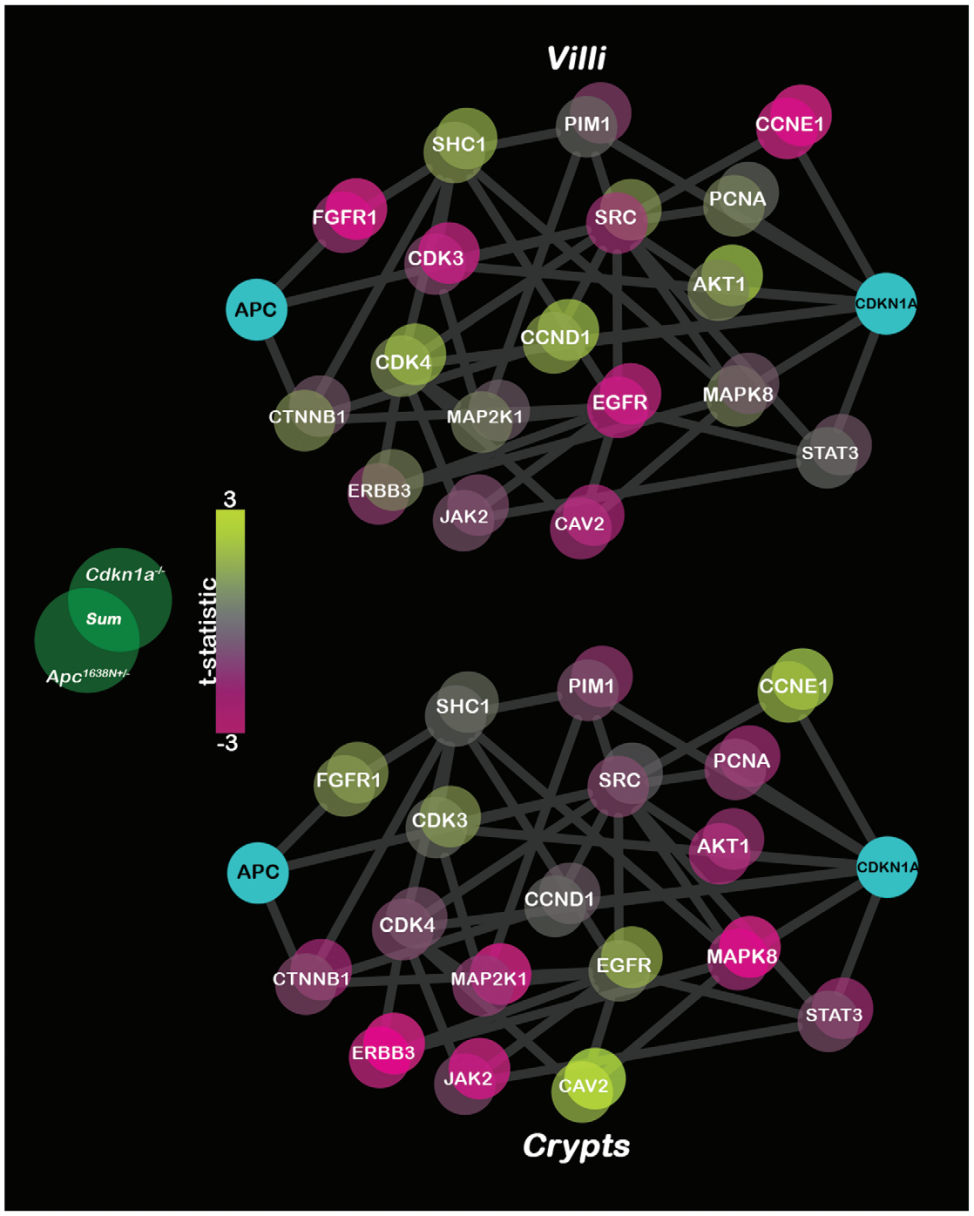
Differential expression of the *Apc*-*Cdkn1a* network in villi (top) and crypts (bottom) for the *Apc^1638N+/−^* and *Cdkn1a^−/−^* mouse models. Each network gene is represented by two overlapping bubbles colored according to the t-statistics (unequal variance) in the two mutants: the lower left bubble of a gene corresponds to the t-statistic for *Apc^1638N+/−^*, and the upper left bubble to the t-statistic for *Cdkn1a^−/−^*. The intersection of the two bubbles corresponds to the sum of the t-statistics, illustrating how the significance of small effects can be strengthened when considered jointly. Nodes downregulated in the mutant are colored pink, those upregulated in the mutant are yellow, and neutral t-statistics are grey. While *V^2^* is calculated using all probes for each gene, we use only the probe with maximum intensity to calculate the t-statistics for visualization.

To illustrate how the joint consideration of gene-wise behavior operates, each network node has color-coded bubbles for the t-statistics of both *Apc^1638N+/−^* and *Cdkn1a^−/−^* in Figure 3; the sum is shown at the intersection of each gene's bubbles. Though *V^2^* employs products of t-statistics, the sum is better suited for visually demonstrating the principle that small mRNA effects can have a significant impact when considered together. We observe that several nodes that are differentially expressed in the crypts – ERBB3, JAK2, MAPK8, et al. – are no longer differentially expressed in the villus. In addition, some genes – e.g. CCNE1, CAV2, FGFR1, EGFR – switch their direction of expression between the crypts and villi.

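Of Erbb3, Jak2 and Mapk8, Erbb3 differed between the layers in its response to the loss of Cdkn1a, at the brighter of its 2 probe sets. Its log2 fold change there in Cdkn1a−/− mice was -1.20 in crypts and 0.13 in villi (exact permutation p = 0.571 in villi). The difference between them, tested on the crypt minus villus difference of each mouse, was -1.33 (standard error 0.354, adjusted p = 0.0324 over the nodes alone and 0.0819 over all genes), and the differences of the 4 Cdkn1a−/− and 4 wild-type mice did not overlap (exact permutation p = 0.0286). The other probe set of Erbb3 had 0.05 in crypts and -0.04 in villi of Cdkn1a−/− mice. Jak2, a kinase of cytokine signaling, had log2 fold changes in Cdkn1a−/− mice of -0.57 in crypts (exact permutation p = 0.0571) and -0.18 in villi (exact permutation p = 0.571), and the difference of -0.40 did not pass (adjusted p = 0.424 over the nodes alone). Mapk8, which encodes the stress kinase JNK1, had -0.48 and -0.11 (exact permutation p = 0.743 in villi), with a difference of -0.37 (adjusted p = 0.457). In Apc1638N+/− mice the villus log2 fold changes were -0.32 for Erbb3, -0.14 for Jak2 and 0.26 for Mapk8, and the differences between layers were -0.45, -0.02 and -0.53, with adjusted p values of 0.461, 0.960 and 0.461 over the nodes alone. The values of Erbb3 depend on mouse m79, whose villus level of 10.75 stood apart from the others at 9.61 to 9.77. For Jak2 and Mapk8 a change in crypts that differs from that in villi was therefore not shown at their brightest probe sets. The other probe set of Jak2 had -0.92 in crypts and -0.44 in villi of Cdkn1a−/− mice. Those of Mapk8 had -1.32 and -0.18, -0.47 and 0.09, 0.07 and -0.45, and 0.18 and -0.01. The difference between layers was not tested at these probe sets.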

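Ccne1, the cyclin of the entry into DNA synthesis, and Cav2, a protein of caveolae, had log2 fold changes of opposite signs in the crypts and villi of both mutants at their brighter probe sets, none of which passed within a layer. Ccne1 had log2 fold changes of 0.40 in crypts and -0.44 in villi of Cdkn1a−/− mice (exact permutation p = 0.0571 in each layer), and the difference of 0.83 between the layers passed over the nodes alone (standard error 0.234, adjusted p = 0.0324; 0.0840 over all genes). In Apc1638N+/− mice it had 0.31 (exact permutation p = 0.114) and -0.45 (exact permutation p = 0.0857), a difference of 0.75 (adjusted p = 0.124 over the nodes alone, exact permutation p = 0.0571). Cav2 had 0.39 and -0.25 in Cdkn1a−/− mice, a difference of 0.64 (standard error 0.202, adjusted p = 0.0414 over the nodes alone and 0.0930 over all genes), and 0.19 and -0.27 in Apc1638N+/− mice, a difference of 0.46 (adjusted p = 0.263). The differences of the Cdkn1a−/− mice lay apart from those of the wild-type mice for both genes (exact permutation p = 0.0286 for each). The other probe set of Ccne1 had 0.10 and 0.00 in crypts and villi of Cdkn1a−/− mice and -0.30 and -0.17 in Apc1638N+/− mice, and that of Cav2 0.26 and -0.29 and 0.09 and -0.12. Wild-type levels were 4.92 ± 0.296 (SD, n = 4) in crypts and 5.12 ± 0.244 in villi for Ccne1, and 4.40 ± 0.159 and 4.93 ± 0.290 for Cav2. On the Cdkn1a−/− crypt arrays, genes under the array-wide median had a median log2 difference of 0.18 from the wild type and the genes above it -0.24. Among the 18 nodes, 13 had opposite signs in the crypts and villi of Apc1638N+/− mice and 11 in those of Cdkn1a−/− mice.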

### Single Node Perturbations: Proteomic Profiling

The 2D-DIGE analysis reported 12 proteins differentially expressed for the *Cdkn1a^−/−^* intestinal epithelium (crypts and villi combined) versus wild type, and 31 proteins differentially expressed in the epithelium of the *Apc^1638N+/−^* mice versus wild type (Table S1). To test our network-based hypothesis, we first assumed that the set of regulatory molecules in the *Apc-Cdkn1a* network are independent. Then, the one and two-hop physical interactions were assessed for each network node (see Figure 4). While directly interacting neighbors (one hop) are typically useful in mapping signaling pathways, they did not associate much of the proteomic data with the network. Also, the few direct connections were not statistically significant; EGFR, for example, tends to have many interactions, and, thus, EGFR's direct connections to the 2D-DIGE targets were not more likely than expected by chance. However, analysis of indirect interactions (two hops) from network nodes captured the relationship to the majority of the 2D-DIGE targets (individual node's *p*-value <0.005), as illustrated in Figure 4B. Considering the network as a whole and aggregating the *p*-values (aggregate statistic, *τ*), the network was significantly (*p*-value of *τ*<1×10^−15^) physically associated with either the *Apc^1638N+/−^* or *Cdkn1a^−/−^* 2D-DIGE targets, suggesting that the proteome-level effects are at most 4-hops away from the causative mutations.

**Figure 4:**
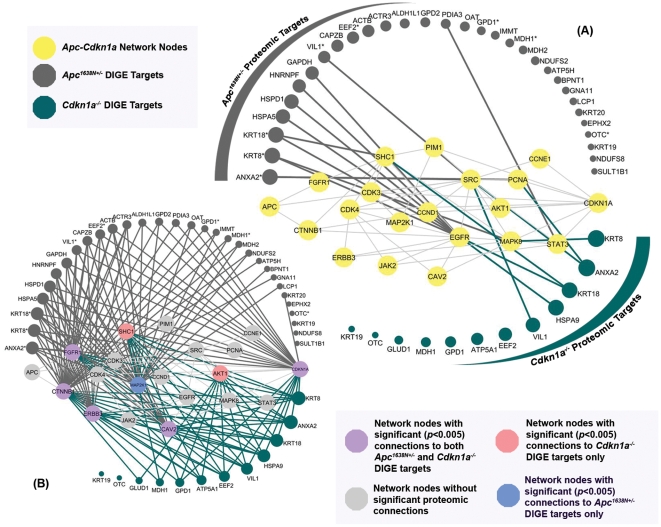
Physical connections between the 2D-DIGE targets and the *Apc-Cdkn1a* network. (A) Direct physical linkages between 2D-DIGE targets and network nodes. (B) Indirect (2-hop) physical linkages between 2D-DIGE targets and network nodes. Node size corresponds to the number of 2-hop interactions it possesses. *Apc^1638N+/−^* 2D-DIGE targets marked with a “*” were also found in the *Cdkn1a^−/−^* intestinal epithelium.

Based on the physical proximity of the 2D-DIGE targets to the *Apc-Cdkn1a* network, we hypothesized that these network proteins might be controlling the expression of the 2D-DIGE targets. To examine this relationship further, we studied the pattern of mRNA-level coexpression between network nodes and the 2D-DIGE targets. As before, the network nodes were assumed to be independent, and the pattern of coexpression was assessed for each node individually using a modified Kuiper's test statistic, *K*; nodes identified as (i) being differentially expressed (
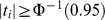
) in either crypts or villi and (ii) having significant (*α* = 0.05) coexpression with the 2D-DIGE targets are highlighted in Figure 5. Fifteen nodes in the *Apc-Cdkn1a* network had significant mRNA-level correlations to the *Apc^1638N+/−^* 2D-DIGE targets, and four of these were also differentially expressed. On the other hand, eight nodes had significant correlations to the *Cdkn1a^−/−^* 2D-DIGE targets, and four of these were individually differentially expressed. Considering coexpression relationships from the*Apc-Cdkn1a* network as a whole, the *p*-value of *τ* for coexpression between *Apc-Cdkn1a* network nodes and *Apc^1638N+/−^* 2D-DIGE targets was strongly significant (all nodes excluding *Apc* and *Cdkn1a*, *p*-value<1×10^−20^; differentially expressed nodes, *p*-value = 1.4×10^−5^). Given the magnitude of these group-wise statistics, however, the evidence for *Apc-Cdkn1a* network coexpression with the *Cdkn1a^−/−^* 2D-DIGE targets was not as well-supported (all nodes, *p*-value of *τ* = 3.1×10^−8^; differentially expressed nodes, *p*-value of *τ* = 1.6×10^−3^). Given that *τ* can be influenced by a few small *p*-values, we also calculated the probability of observing *k p*-values less than *α* = 0.05, which, as a binomial distribution, is more sensitive to larger *p*-values. This also indicated that the *Cdkn1a^−/−^* 2D-DIGE targets were least supported by coexpression with the *Apc-Cdkn1a* network, with the *p*-values separated by two orders of magnitude again (*p*-value for coexpression of *Cdkn1a^−/−^* targets with differentially expressed network nodes was 3.3×10^−5^; *p*-value for coexpression of *Apc^1638N+/−^* targets was 3.1×10^−7^).

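Erbb3 had the lowest Kuiper p for the Apc1638N+/− targets. Its Spearman correlations with the 30 of 31 targets measured, over the 24 arrays, had a median of 0.348, and 12 targets exceeded 0.5. Its p was 1.07e-04, from a normal fit to 500 random gene sets of the same size. Ccne1, for which 11 targets had a correlation under -0.5, had a p of 3.90e-04, Fgfr1 4.19e-04 and Map2k1, with a larger K and a median correlation of 0.386, 4.62e-04. Of the 18 nodes, 16 had a p under 0.05. The exceptions were the catenin Ctnnb1 (0.215) and the receptor Egfr (0.0598). By the t-statistic of the methods, 4 nodes were differentially expressed in crypts or villi of Apc1638N+/− mice, Erbb3, Egfr, Cav2 and Ccne1, and Erbb3, Cav2 and Ccne1 of these were also coexpressed. With random sets matched on intensity the number of coexpressed nodes was 1, and with the K statistic as the methods print it, 4.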

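Akt1 and Cdk4 had the lowest Kuiper p values for the Cdkn1a−/− targets. The correlations of Akt1 with the 12 targets had a median of 0.554 over the 24 arrays, and those of Cdk4 a median of 0.396. Their p values were 0.00264 and 0.00273. The adapter Shc1 (0.00316), Pcna (0.0127), Ccnd1 (0.0287), Jak2 (0.0443) and Cav2 (0.0481) also fell under 0.05, which made 7 of 18 nodes. Of the 12 nodes past the t threshold of the methods in crypts or villi of Cdkn1a−/− mice, 5 were coexpressed, Cdk4, Jak2, Ccnd1, Cav2 and Akt1. The count was 14 with the crypt arrays alone, 3 with random sets matched on intensity, and 2 without the wild-type mouse i28.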

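Summed over Erbb3, Ccne1, Fgfr1, Map2k1 and the other nodes, τ for the Apc1638N+/− targets was 200 (chi-square p = 1.03e-24 over 18 nodes). Over Erbb3, Egfr, Cav2 and Ccne1, the differentially expressed nodes, τ was 45.9 (chi-square p = 2.52e-07). The 18 nodes are tested on the same arrays and are not independent. Where 1 random gene set served all nodes at once, the permutation p of τ was 1e-04, the smallest that 10000 sets can give. With random sets matched on intensity the chi-square p was 0.263 over all nodes and 0.581 over the differentially expressed nodes.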

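For the Cdkn1a−/− targets τ was 104 (chi-square p = 1.63e-08), with Akt1, Cdk4 and Shc1 as its largest terms. Over the 12 differentially expressed nodes it was 73.0 (chi-square p = 7.56e-07). With 1 random gene set for all nodes the permutation p of τ was 0.0025. Over all nodes the chi-square p was 0.133 with random sets matched on intensity and 0.148 with K as printed in the methods. Over the 12 differentially expressed nodes these chi-square p values were 0.230 and 0.0260.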

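Counted as nodes under 0.05, 16 of 18 for the Apc1638N+/− targets gave a binomial p of 2.12e-19, and 7 of 18 for the Cdkn1a−/− targets a binomial p of 1.52e-05. Among differentially expressed nodes, Erbb3, Cav2 and Ccne1 of the 4 for the Apc1638N+/− targets gave a binomial p of 4.81e-04, and Cdk4, Jak2, Ccnd1, Cav2 and Akt1 of the 12 for the Cdkn1a−/− targets a binomial p of 1.84e-04. Random genes outside the network used as nodes passed in 72.7% of 499 cases for the Apc1638N+/− targets and in 41.6% of 500 for the Cdkn1a−/− targets, so that a binomial rate of 0.05 per node was not met by random genes either. The difference between the target lists in support was not tested.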

**Figure 5:**
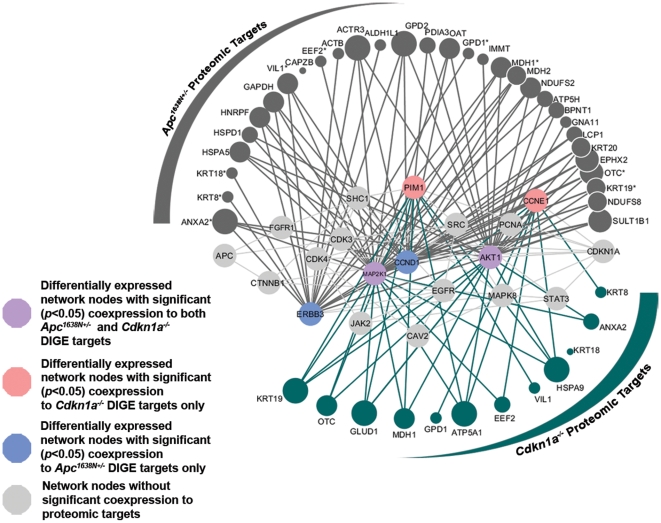
Coexpression between the 2D-DIGE targets and the differentially expressed *Apc-Cdkn1a* network nodes. To examine the network-based hypothesis, each network node was tested independently for significant correlation with the *Apc^1638N+/−^* or *Cdkn1a^−/−^* 2D-DIGE targets using a modified Kuiper's test statistic. The 2D-DIGE targets are ordered by the amount of second-degree physical interaction, per Figure 4; node size is proportional to the number of coexpression interactions with differentially expressed signaling proteins. *Apc^1638N+/−^* 2D-DIGE targets marked with a “*” were also found in the *Cdkn1a^−/−^* intestinal epithelium.

Finally, knowing that the use of a single probe per gene is often misleading, the above calculations for proteomic coexpression were also performed using all microarray probes for the network nodes and the proteomic targets. 

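With each probe set as a node of its own and each probe set of a target counted, 36 of the 49 probe sets of the network passed for the Apc1638N+/− targets and 22 of 49 for the Cdkn1a−/− targets. They belong to 17 and 13 of the 18 genes. The targets, among them Anxa2, Vil1, Krt19 and Otc, were represented by 77 probe sets in the Apc1638N+/− list and 33 in the Cdkn1a−/− list. Of 9 differentially expressed probe sets, 5 passed for the Apc1638N+/− targets, with a chi-square p of τ of 8.52e-18, and of 28, 12 passed for the Cdkn1a−/− targets, with a chi-square p of 1.46e-14. Probe sets of the same gene were counted as separate nodes.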

By this approach, the network as a whole was strongly coexpressed in either mutant (for differentially expressed probes, excluding those belonging to *Apc* or *Cdkn1a*, *p*-value of *τ*<1×10^−20^). However, for ease of interpretability and visualization, we discuss the results of the analysis using only the maximum intensity probe per gene.

## Discussion

As underscored by Wood et al. [2], colorectal cancer is the product of mutations in multiple genes operating simultaneously. Though tumors differ at the genetic level, their phenotypes intersect at histopathologic levels and, in our view, at the molecular level, as well, implying that the connections between unique sets of mutations may often merge at downstream signalling hubs. Thus, the reduction of genetic heterogeneity into clinically meaningful biological networks could have an impact in the context of personalized medicine. As a step towards this goal, we developed a computational framework capable of predicting functional connections between genes mutated in cancer, and we applied our methodology to define a network between *Apc* and *Cdkn1a*.

Networks, as abstractions of underlying molecular phenomena, offer the hope of distilling system-level structure from biological complexity. Given the many degrees of freedom in the underlying datasets (PPIs, microarrays, et al.), however, numerous network structures are possible for a particular biological context, and candidate networks are often evaluated solely based on topological significance (e.g. the G-score of MetaCore [42]). Yet, the value of a network may not be reflected topologically; for example, a highly-connected hub may not be highly active in a particular model system. If a network model truly reflects the underlying biology, then – from an engineering standpoint – perturbations of the underlying system should be manifest in and around the predicted network. Specifically, since a network connecting two cancer genes represents cross-connections between signaling pathways, one would expect that perturbations along a pathway would result in altered regulation of network-associated nodes.

A systems-based approach required to biologically evaluate network coherence, however, is not immediately amenable to the tools of classical molecular biology, which are designed to target single molecules or, at most, a few at a time. As an alternative, we outline the use of *in vivo* single node perturbations – by way of mouse models with targeted inactivation of specific loci – followed by gene and protein expression analysis to gauge systems-level effects. For further investigation, numerous mouse models for cancer biology are already available, and these resources can be productively mined to expand our understanding of cancer gene networks. Though we have demonstrated the value of biologically testing network predictions using 2D-DIGE and microarray data, many other types of screening tools could also be employed to test the functional coherence of predicted networks.

Due to the differences in coverage of proteomic and gene expression data, different approaches were required to probe the potential functional coherence of the network: *V^2^* – a multivariate statistic – was used to gauge the effect of single node perturbations on mRNA-levels of the *Apc*-*Cdkn1a* network, while, due to reduced coverage, relational maps – physical and coexpression – were required to assess the effect of driver gene mutations on the proteome. We found that the *Apc-Cdkn1a* network was supported by the joint differential expression of mRNA in two different network perturbations, with stronger differential expression being observed in the crypts (Figure 3). The *V^2^* statistic is presented in a framework that is extendable to multiple network perturbations – a feature that proves necessary in evaluating the biological coherence of networks, as small mRNA-level effects of an individual perturbation may fail to lend adequate support for a predicted network; coupling multiple perturbations together via the *V^2^* matrix allows the integrity of the network to be assessed via a biologically multidimensional approach. It should be noted that, in testing the mRNA-level support for an individual network, a “self-contained” hypothesis is necessary, embodied by null distributions – such as the permutation null used here – modeling the population from which the samples (mice) were drawn; gene randomization methods, on the other hand, compare network expression patterns to stochastically chosen gene groups, which are bound to have a different and/or reduced covariance structure (especially without incorporating network structure to generate the null gene sets), leading to overinflated significance values [43].

After applying *V^2^* to the mRNA data, we found that the network was better able to capture joint differential expression in the crypts than in the villi, suggesting that oncogenic transformations are initiated in the crypts by the network genes and then transduced to downstream targets in the villi. This is reflected in Figure 3, where the t-statistic of individual nodes is colored for both mouse models, and more nodes are seen to be brightly colored (i.e. highly differentially expressed) in the crypts. 

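In villi, early stress, antimicrobial and ribosomal protein genes of Apc1638N+/− mice and absorptive cell genes of Cdkn1a−/− mice passed adjusted over their lists alone, 1 to 3 per list, and 1 gene passed over all genes. The heat shock genes Hspa1a and Hspa1b had log2 fold changes of 3.03 (standard error 0.668) and 2.55 in Apc1638N+/− villi and the transcription factor Klf2 of 1.03, and these 3 of 14 early stress genes rose adjusted over the list alone (camera adjusted p = 7.83e-04, adjusted p = 0.503 with an estimated correlation). The antimicrobial lectins Reg3b (1.79) and Reg3g (2.70) rose over their list of 14 (adjusted p = 0.0456 each over the list alone; camera adjusted p = 0.0162, adjusted p = 0.503 with an estimated correlation), and Rps6 (0.71) rose over 9 ribosomal protein genes, all 9 of them higher (camera adjusted p = 3.76e-05, adjusted p = 0.503 with an estimated correlation). Of 29 proliferation genes 21 were higher in Apc1638N+/− villi (median 0.21; camera adjusted p = 7.83e-04, adjusted p = 0.503 with an estimated correlation), with 0 past the test over the list alone. Of the 200 genes highest in crypts over villi in the Cdkn1a−/− mice, 8 were lower in Apc1638N+/− villi (median 0.46), and of the 200 highest in villi 151 were lower (median -0.18). Across all genes, the shift of Apc1638N+/− villi correlated at 0.129 with the crypt minus villus difference of the Cdkn1a−/− mice. Most genes of the early stress, ribosomal protein and proliferation lists were higher in crypts than in villi. The 200 crypt genes and the 200 villus genes moved in opposite directions, as a larger share of crypt cells in Apc1638N+/− villus fractions would give. The rises of these lists can therefore not be assigned to the Apc mutation alone. The share of crypt cells was not tested beyond these values. In Cdkn1a−/− villi, 19 of 23 enterocyte genes were higher (median 0.45; camera adjusted p = 3.62e-04, adjusted p = 0.643 with an estimated correlation), and Guca2a, the peptide guanylin (1.77, standard error 0.421), passed over the list alone. Cubn, a receptor of vitamin B12 uptake (1.73, standard error 0.390), rose over 16 genes of the small intestine. All 18 immune genes were lower (median -0.39; camera adjusted p = 2.56e-04, adjusted p = 0.643 with an estimated correlation), with 0 past the test over the list alone. In the villi of both mutants brighter genes tended to be higher. The shift correlated across genes with the level in wild-type crypts, at 0.435 in Cdkn1a−/− and 0.400 in Apc1638N+/− villi. The distance between the 10th and 90th percentiles was 5.57 ± 0.106 (SD, n = 4) in Cdkn1a−/− villi against 5.32 ± 0.167 (SD, n = 4) in the wild type (exact permutation p = 0.0571). In Apc1638N+/− villi it was 5.50 ± 0.254 (SD, n = 4; exact permutation p = 0.257). Of the 200 genes highest in villi over crypts in the Apc1638N+/− mice, 165 were lower in Cdkn1a−/− villi (median -0.45). Of the 200 highest in crypts, 53 were lower (median 0.20). The shift of Cdkn1a−/− villi correlated at 0.220 with the crypt minus villus difference of the Apc1638N+/− mice. Over all genes, limma called 1 gene in Cdkn1a−/− villi, the lipid transporter Abca3 (1.64, standard error 0.159, adjusted p = 0.00516), which had -0.11 in crypts and lies near Cdkn1a on chromosome 17. The call was lost with the first letter of the mouse names as a block (log2 fold change 1.73, standard error 0.323, adjusted p = 0.984) and with the mouse as a random block over all arrays (1.64, standard error 0.289, adjusted p = 0.109), where the standard error grew. Limma called 0 genes in Apc1638N+/− villi. At an unadjusted p under 0.05 there were 1659 and 867 genes. The Cdkn1a−/− number was 1042 without the wild-type mouse i28 and 1061, 1095 and 2558 without the Cdkn1a−/− mice j29, i74 and i49, and the Apc1638N+/− number was 2952 and 468 without the Apc1638N+/− mice m05 and m79. With the first letter of the mouse names as a block the numbers at that p were 901 in Cdkn1a−/− and 485 in Apc1638N+/− villi, where chance gives 907.6. The methods' t-test called 0 genes in both mutants. Values did not overlap for 962 genes (5.30%) in Cdkn1a−/− and 480 (2.64%) in Apc1638N+/− villi. No node passed in villi, with lowest adjusted p values over the nodes alone of 0.174 in Cdkn1a−/− and 0.308 in Apc1638N+/− mice. The joint V2 of the villi was 19.1 (permutation p = 0.322), with the largest parts from Cdk4 (3.80), Ccne1 (3.63), Fgfr1 (3.11) and Egfr (2.78) and 31 of 49 probe sets of the same sign, and it had a permutation p of 0.0463 with labels permuted separately for each mutant. T2 was 42.9 in Cdkn1a−/− villi (permutation p = 0.244) and 28.6 in Apc1638N+/− villi (permutation p = 0.639). The difference in V2 between crypts and villi was not tested.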

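Counted past the t threshold of the methods, 1.64485, the crypts of Cdkn1a−/− mice had 6 nodes, with Map2k1, Erbb3, Jak2 and Mapk8 lower and Cav2 and Ccne1 higher. Their villi had 8, with Fgfr1, Cdk3, Egfr, Cav2 and Ccne1 lower and Cdk4, Ccnd1 and Akt1 higher, while Shc1, at 1.64457, lay just under it. In Apc1638N+/− mice there were 3 nodes in crypts (Erbb3 lower, Cav2 and Ccne1 higher) and 2 in villi (Egfr and Ccne1 lower). At an unadjusted p under 0.05 from limma the numbers were 6 and 2 in Cdkn1a−/− and 1 and 1 in Apc1638N+/− crypts and villi.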

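Erbb3, Jak2, Map2k1 and Mapk8 had lower transcript levels in crypts than in villi over the 12 mice. Jak2 had a log2 difference between crypts and villi of -1.62 (standard error 0.133, adjusted p = 2.71e-07), Map2k1 of -1.19 (standard error 0.174, adjusted p = 6.95e-05), Erbb3 of -0.61 (standard error 0.198, adjusted p = 0.0274) and Mapk8 of -0.56 (standard error 0.159, adjusted p = 0.0132). In the wild-type mice, Jak2 was at 8.48 ± 0.346 (SD, n = 4) in crypts and 9.96 ± 0.528 (SD, n = 4) in villi, Map2k1 at 7.87 ± 0.311 and 8.74 ± 0.415, Mapk8 at 7.50 ± 0.110 and 7.76 ± 0.472, and Erbb3 at 10.26 ± 0.25 and 10.27 ± 0.363. Against the wild type, these 4 genes were lower in Cdkn1a−/− crypts when adjusted over the 4 alone (adjusted p between 0.00849 and 0.0434; camera adjusted p = 0.0122, adjusted p = 0.532 with an estimated correlation), and none was over all genes. The 4 were named by the study on these samples, so that their count is not independent evidence of the direction. Genes above the array-wide median had a median log2 difference of -0.24 on the Cdkn1a−/− crypt arrays. In Apc1638N+/− crypts all 4 had negative log2 fold changes, and camera gave an adjusted p of 0.0569.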

Interestingly, a large contingent of oncogenes – ERBB3, JAK2, MAP2K1, MAPK8 – are clearly downregulated in the crypts, while their expression levels diminish considerably in the villi, indicating that these genes turn “off” during the crypt-to-villus transition – a well-known feature of this biological compartment [19]. Though the downregulation of oncogenes may appear counterintuitive, it is to be expected in these particular mouse models, where the tumorigenic phenotype is mild and the tissue has been harvested in the pre-neoplastic regime. Before the onset of tumors, the downregulation of oncogenes represents a homeostatic reflex of the tissue to the genetic perturbations, i.e. protective downregulation of oncogenes to compensate for the loss of *Cdkn1a* or *Apc*. In addition to genes turning “off” in the crypt-to-villus transition, several genes appear to switch their pattern of expression entirely. In particular, CDK3, CAV2, EGFR, and FGFR1 exhibit this behavior, which suggests that they play two different roles in the two compartments.

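Egfr, the receptor of epidermal growth factor, had log2 fold changes of 0.36 in crypts (exact permutation p = 0.257) and -0.41 in villi (exact permutation p = 0.0857) of Cdkn1a−/− mice, and of 0.11 and -0.40 in Apc1638N+/− mice. The differences between the layers were 0.77 (adjusted p = 0.195 over the nodes alone) and 0.51 (adjusted p = 0.461). For Fgfr1, a receptor of fibroblast growth factors, they were 0.43 in Cdkn1a−/− mice (crypts 0.23, villi -0.21; adjusted p = 0.195) and 0.30 in Apc1638N+/− mice (crypts 0.13, villi -0.17; adjusted p = 0.461). Cdk3, a cyclin-dependent kinase, had 0.18 in crypts and -0.24 in villi of Cdkn1a−/− mice, a difference of 0.43 (adjusted p = 0.361), and 0.04 and -0.11 in Apc1638N+/− mice, a difference of 0.14 (adjusted p = 0.769). Egfr, Fgfr1 and Cdk3 had opposite signs in the layers of both mutants, and none of these differences passed the test. Fgfr1 and Cdk3 had wild-type log2 values of 3.90 and 4.16 in crypts, under the array-wide median. The crypt log2 fold change of Cdk3 in Cdkn1a−/− mice rested largely on mouse i74, at 4.77, with the others at 4.16 to 4.22.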

For visualization, we show only the probe with maximum intensity across all samples for each gene. Given the extent of alternative splicing and array manufacturing variation, however, a single probe can be misleading. Hence, for calculation of statistical significance, we use all probes to model a single gene – a more robust approach that is amenable to matrix-based calculations (such as *V^2^*). We concede that, since each gene is represented by a different number of probes, genes with many probes contribute proportionally more weight to the final *V^2^* statistic. This is a useful feature, however, as we have more confidence about the true behavior of these well-probed genes – many of which are well-studied and important in cancer, such as *Egfr* (7 probes) and *Mapk8* (5 probes) – and, thus, they deserve greater weight than the highly variable, single-probe genes.

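The probe sets of Egfr and of Mapk8 did not move alike. In Cdkn1a−/− crypts, 5 of the 7 probe sets of Egfr were higher than in the wild type and 2 lower, with log2 fold changes from -0.81 to 0.69 and 0.36 at the brightest. Of the 5 probe sets of Mapk8, 3 were lower, with log2 fold changes of -1.32 (standard error 0.361), -0.48 at the brightest and -0.47, and the others had 0.07 and 0.18. In crypts, Mapk8 contributed 6.30 to the joint V2, with 4 of 5 probe sets of the same sign in both mutants, and Egfr 3.73, with 4 of 7. In villi the part of Mapk8 was 0.128. The other nodes had 1 to 4 probe sets.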

Proteomic data, however, requires different analytical considerations, as the protein levels of the network nodes may not be directly measured in a given proteomic experiment. To make inferences about our network-based hypothesis, we used two different mappings: one based on physical interactions, and another based on mRNA correlations. From Figure 4, it is clear that the proteins measured in the 2D-DIGE experiment are not merely a random sampling from the proteome. Rather, they are physically close to (i) the hypothesized network as a whole (*p*-value of *τ*<1×10^−15^) and (ii) several individual signaling molecules (individual *p*-values<0.005). Specifically, the 2D-DIGE targets from the *Apc^1638N+/−^* and *Cdkn1a^−/−^* experiments have significant physical proximity to CTNNB1, FGFR1, ERBB3, CAV2, and CDKN1A itself. The tight physical proximity of the predicted network nodes to experimentally measured targets suggested that the signaling molecules more proximal to the mutations may regulate the proteomic targets, and we used mRNA-level coexpression to examine this relationship further. While coexpression relationships abound between the *Apc^1638N+/−^* 2D-DIGE targets and the *Apc-Cdkn1a* network nodes, this is less significant for the *Cdkn1a^−/−^* targets (*p*-value of *τ* = 3.3×10^−3^). Taken together with the results of the mRNA analysis, this suggests that the hypothesized network nodes more effectively capture *Cdkn1a^−/−^* signaling at the mRNA level rather than at a proteomic level, whereas the opposite is true of *Apc* signaling.

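Among lists of random genes matched to the nodes in intensity and number of probe sets, T2 of the network lay at percentile 56.8 in Cdkn1a−/− crypts and 30.5 in Cdkn1a−/− villi, and at 10.3 and 41.1 in Apc1638N+/− crypts and villi, over 10000 lists. T2 of Erbb3, Mapk8, Jak2 and the other nodes thus lay within the range of random genes of their intensity. Taken as nodes, random genes outside the network were coexpressed with the Apc1638N+/− targets in 72.7% of cases and with the Cdkn1a−/− targets in 41.6%, and in 77.1% and 43.3% when matched on intensity to the nodes. From the coexpression and the mRNA results, the paper proposes that the network nodes capture Cdkn1a signaling more at the mRNA level and Apc signaling more at the level of proteins.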

While the network as a whole showed differences in the level of proteomic coexpression, two differentially expressed nodes – MAP2K1 and AKT1 – were significantly coexpressed with the measured proteome in both network perturbations (Figure 5). 

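Map2k1, the kinase MEK1 that activates the ERK kinases, was coexpressed with the Apc1638N+/− targets (K = 0.603 against a mean of 0.389 in random sets), with 14 of 30 targets above a correlation of 0.5. Its Kuiper p for the Cdkn1a−/− targets was 0.0894. Akt1, a kinase downstream of growth factor receptors, had Kuiper p values of 0.0253 for the Apc1638N+/− and 0.00264 for the Cdkn1a−/− targets, and median correlations of 0.0913 and 0.554. Map2k1 had log2 fold changes of -0.56 (exact permutation p = 0.0857) in Cdkn1a−/− and -0.30 (exact permutation p = 0.314) in Apc1638N+/− crypts, and -0.05 and 0.16 in villi. Akt1 had -0.37 and -0.59 in crypts and 0.63 (exact permutation p = 0.0857) and 0.14 in villi. In Cdkn1a−/− mice the difference between the layers for Akt1 was -1.0 (standard error 0.327, adjusted p = 0.0414 over the nodes alone, 0.0969 over all genes, exact permutation p = 0.0286) at the brightest of its 4 probe sets. The other 3 had -0.30 and 0.61, -0.03 and -0.09, and 0.28 and -0.06 in crypts and villi of Cdkn1a−/− mice. That of Map2k1, -0.50, did not pass (adjusted p = 0.424). By the t threshold of the methods, Map2k1 was differentially expressed in Cdkn1a−/− crypts and Akt1 in Cdkn1a−/− villi, and neither was in Apc1638N+/− mice.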

Interestingly, AKT1 was also found to be closely physically associated with the proteomic targets in *Cdkn1a^−/−^*, while MAP2K1 was physically associated with *Apc^1638N+/−^* 2D-DIGE targets (Figure 4). As we know that mRNA coexpression can provide evidence regarding the regulatory role of proteins [44], the mutual discovery of MAP2K1 and AKT1 in the two network perturbations – via both coexpression and physical connectivity to the perturbed proteome – suggests that these two proteins may serve as intersection points of *Apc* and *Cdkn1a* signaling. Also of interest is the observation that coexpression connections and physical connections tend to associate different subsets of the proteomic targets, as the more physically distant proteomic targets (e.g. SULT1B1, OTC, KRT19) are also the ones that tend to be coexpressed with multiple network nodes. 

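Sult1b1, a sulfotransferase, had correlations above 0.5 in size with 11 of the 18 nodes over the 24 arrays. Otc, an enzyme of the urea cycle, and the keratin Krt19 had 10 each. The median target had 8 nodes in the Apc1638N+/− list and 8.5 in the Cdkn1a−/− list. The highest number, 12, was found for Vil1, Anxa2 and Krt20, which encode the brush border protein villin, annexin A2 and a keratin of the upper villus. Krt8, Krt18, Gpd1 and Capzb had 0.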

Not only does this illustrate that physical and coexpression maps capture different dimensions of biological function, but it also illustrates the necessity of using both maps to provide complementary information in evaluating the molecular context of network hypotheses.

While the 2D-DIGE studies revealed many differentially expressed proteins, annexin A2 (ANXA2) was among the most highly ranked in its physical proximity to the hypothesized network. At the protein level, ANXA2 was upregulated in both mouse models of colon cancer (see Table S1). From studies of prostate cancer [45], ANXA2 upregulation is expected since *in vitro* experiments indicate that overexpression promotes a more invasive, proliferative cell phenotype. Though ANXA2 had high mRNA expression in one population of human colorectal tumors [46], it is downregulated in some populations of human prostate tumors [45] and colorectal cancer cell lines [47]. Since activation of either *Apc* or *Cdkn1a* signaling leads to upregulation of ANXA2 in our studies, activation of alternative or repressive pathways may lead to such unexpected downregulation of ANXA2 in some tumors.

In addition to ANXA2, the mutant mice exhibited other protein-level alterations that can potentially contribute to tumorigenesis. Elongation factor E2 (EEF2), for example, was found to be upregulated in both mouse models, and its tumorigenic potential in gastrointestinal [48] and breast [49] cancers is well known. Though drugs inhibiting the EEF2 pathway (via its kinase) exist [50], and molecular chemotherapy targeting ANXA2 can also be envisioned, our network-based hypothesis suggests these changes may be controlled by specific upstream signaling molecules that integrate the information from mutated genes. Thus, in patients where levels of ANXA2 or EEF2 are elevated, molecular therapy targeting the proposed upstream network targets – such as MAP2K1 or AKT1 – may be more effective.

In conclusion, we outline a novel method for identifying networks that connect signaling pathways associated with cancer driver genes. The first step towards statistically analyzing these novel subnetworks was pursued using single node perturbations of the system *in vivo*, followed by network interrogation via high-throughput -omics experiments. Together, the various lines of evidence – mRNA differential expression, 2D-DIGE-target physical proximity, and 2D-DIGE-target coexpression – strengthen the hypothesis that the *Apc*-*Cdkn1a* network helps to mediate both *Apc* and *Cdkn1a* signaling. Thus, we show that using ‘omic data to test a network-based hypothesis not only allows one to assess the biological validity of *in silico* predictions, it also allows one to prune the hypothesis to identify molecular targets (e.g. SRC and EGFR) that are likely to integrate the various signaling pathways perturbed in cancer.

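Src, a tyrosine kinase, had a Kuiper p under 0.05 for the Apc1638N+/− targets and Egfr for neither list, and the nodes were not tested against each other. Of random genes, 72.7% had such a p for the Apc1638N+/− and 41.6% for the Cdkn1a−/− targets. For Src the Kuiper p was 0.00520 for the Apc1638N+/− targets, with 9 correlations above 0.5 and 6 under -0.5 among 30, and 0.227 for the Cdkn1a−/− targets. For Egfr the values were 0.0598 and 0.0814. Src had log2 fold changes of -0.31 and -0.24 in Apc1638N+/− crypts and villi and of -0.02 and 0.18 in Cdkn1a−/− crypts and villi, and did not pass the t threshold of the methods in any of them. Between the layers, Src and Egfr were lower in crypts, with log2 differences of -0.94 and -0.61.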

## Supporting Information

Figure S1 Null distributions of *V^2^* in the crypts and villi.
(0.11 MB DOC) Click here for additional data file.

Methods S1 Methods covering the statistical analysis of 2D-DIGE targets; the analysis of OMIM; and the construction of the filtered protein-protein interaction network.
(0.08 MB DOC) Click here for additional data file.

Table S1 Lists of 2D-DIGE targets identified in the intestinal crypts and villi of the *Apc^1638N+/−^* and *Cdkn1a^−/−^* mice.
(0.12 MB DOC) Click here for additional data file.

# Supplementary material for: Prediction and Testing of Biological Networks Underlying Intestinal Cancer
**Source:** PLoS One. 2010 Sep 1;5(9):e12497. doi: 10.1371/journal.pone.0012497
**Supplement:** Figure S1 — Null distributions of V2 in the crypts and villi. (0.11 MB DOC)

**Supplementary Figure S1:**

**Null Distributions of *V2***

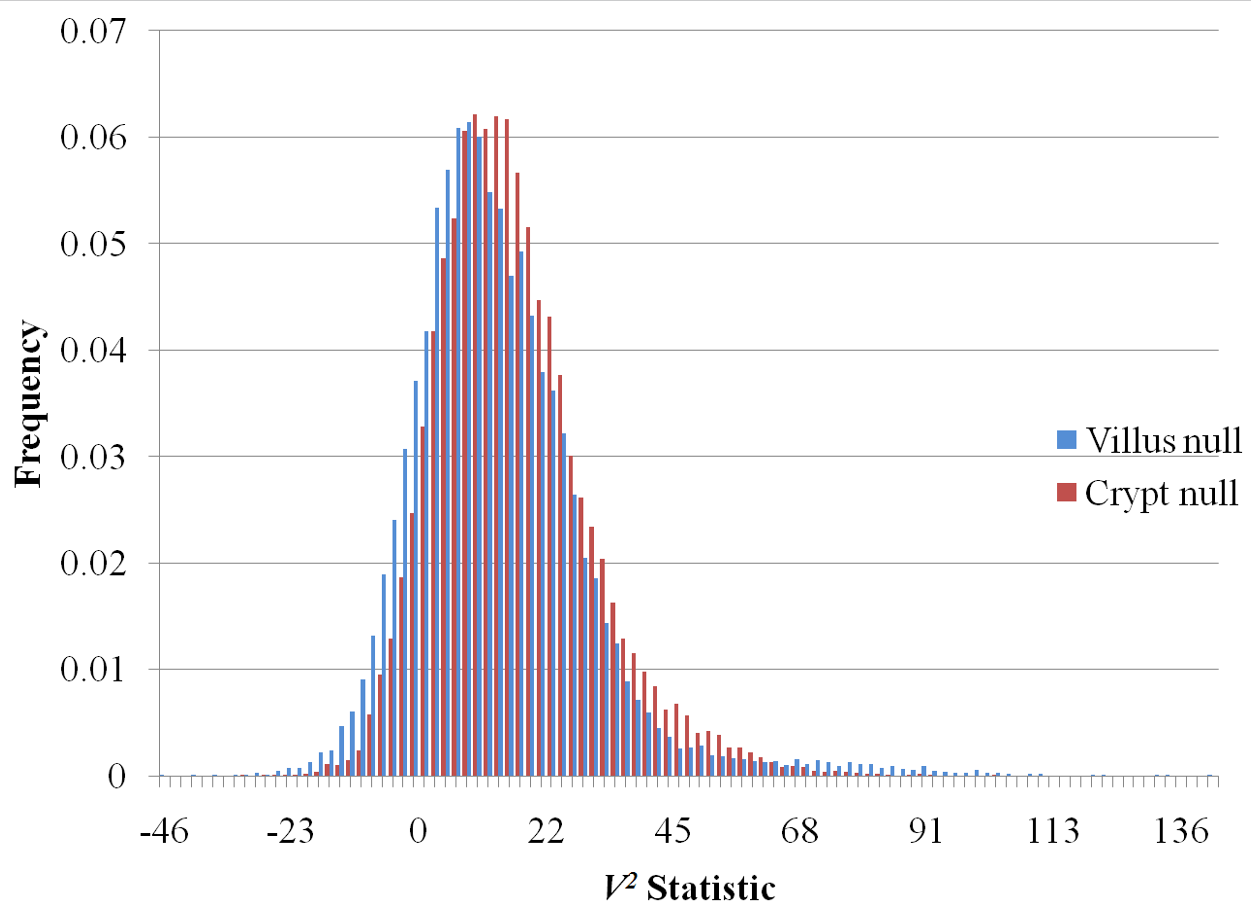

Figure S1. Empirical null distributions of the *V2* statistic in the two biological compartments. The slight negative shift of the villus compartment (relative to the crypts) indicates that a greater proportion of genes are expected to have an inverse relationship between the two network perturbations (e.g. when one network node increases in abundance in *Cdkn1a-/-*, the same node might decrease in *Apc1638N+/-* ).

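For the nodes Erbb3, Mapk8, Jak2 and the 15 others, 10000 relabellings of the 12 crypt arrays gave a null distribution of V2 with a mean of 16.6, a standard deviation of 9.03 and values between -8.00 and 89.9. In villi the mean was also 16.6, the standard deviation 9.47 and the range from -15.7 to 105. The 95th percentiles were 33.7 and 34.2. The observed V2 was 35.9 in crypts and 19.1 in villi.

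**Figure D2:**
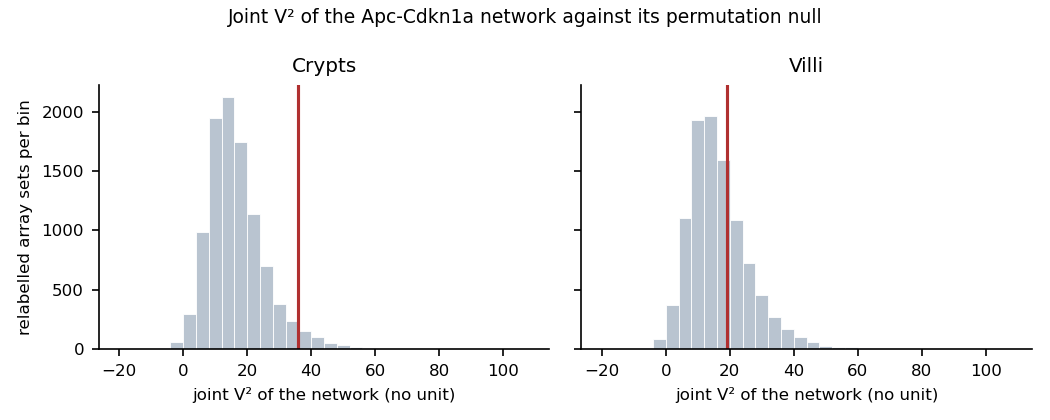
Null distributions of V2 over 10000 relabellings in crypts and in villi, as the number of relabellings per bin of V2; vertical lines mark the observed V2 of 35.9 in crypts and 19.1 in villi. Noise of the standard deviation of each probe set was added to each relabelling. Both distributions have a mean of 16.6, and the crypt value lies above its 95th percentile of 33.7. Without noise, the 95th percentile in crypts is 43.7 and the exact permutation p 0.0951.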

# Supplementary material for: Prediction and Testing of Biological Networks Underlying Intestinal Cancer
**Source:** PLoS One. 2010 Sep 1;5(9):e12497. doi: 10.1371/journal.pone.0012497
**Supplement:** Methods S1 — Methods covering the statistical analysis of 2D-DIGE targets; the analysis of OMIM; and the construction of the filtered protein-protein interaction network. (0.08 MB DOC)

**Supplementary Methods:**

**Table of Contents**

Page(s)

Methods: 2D-DIGE target significance testing

for the *Apc-Cdkn1a* network ………...………………………………………………….2

Methods: Analysis of OMIM…………………………………………………………..………….3

Methods: Forming a Filtered Protein-Protein Interaction Network………..……….….…….... 4-8

References………………………………………………………………………….….……... 9-10

**Supplementary Methods:**

**Significance Testing and Null Hypotheses for the *Apc-Cdkn1a* Network**

When aggregating *p*-values, the null hypothesis, *Ho*, is that each component null, , is true. A component null, , can be stated as “network node, *i*, does not have a strong physical/coexpressive relationship with the DIGE targets from mouse mutant XYZ.” Thus, the four *Ho* are as follows:

1. All network nodes do not have strong second-degree physical interactions with the *Apc1638N+/-* DIGE targets
2. All network nodes do not have strong second second-degree physical interactions with the *Cdkn1a-/-* DIGE targets
3. All network nodes are not coexpressed with the *Apc1638N+/-* DIGE targets
4. All network nodes are not coexpressed with the *Cdkn1a-/-* DIGE targets
5. All differentially expressed network nodes are not coexpressed with the *Apc1638N+/-* DIGE targets
6. All differentially expressed network nodes are not coexpressed with the *Cdkn1a-/-* DIGE targets

The *p*-values were aggregated as follows:

Where *G* represents the set of proteins in the *Apc-Cdkn1a* network of size |*G*|=*n*; significance of τ is calculated from adistribution with 2*n* degrees of freedom. The *p*-value of this aggregate measure, *τ*, is the probability of a statistic being at least as large as *τ* if all the individual hypotheses, *Ho,i*, are true. It was found that there was sufficient evidence to reject null hypotheses 1-3 and 5 at the *α*=1x10-6 significance level.

**Supplementary Methods:**

**Analysis of OMIM**

**Online Mendelian Inheritance in Man (OMIM)**

The list of oncogenes genes was compiled by searching the OMIM database for all genes whose titles or references contain the phrase “oncogene,” disregarding those entries whose molecular basis is unknown. As of Nov. 3, 2009, this resulted in 328 putative oncogenes, 9 of which are contained in the *Apc*-*Cdkn1a* signaling network. Significance was calculated using Fisher’s exact test.

**Supplementary Methods:**

**Forming a Filtered Protein-Protein Interaction Network**

**Eliminating False Positives via a logistic regression model**: Analysis based on the agreement of PPI and their expression data shows less than half of these interactions are biologically relevant [1]. In our logistic regression model, we incorporate (1) the number of times an interaction between two proteins was observed [2,3], (2) the Pearson correlation of expression measurements for the corresponding genes, (3) the proteins’ small world clustering coefficient, and (4) the protein subcellular localization data of interacting partners[4]. As expected, the protein subcellular localization data would eliminate interactions among proteins that are unlikely to come into contact with each other. Given the four input variables, *,* the probability of a true interaction between two proteins and , under the logistic distribution is . Given positive and negative training data sets, one can optimize the parameters to maximize the likelihood of a true interaction. We acquired randomly selected 1000 PPIs from the MIPS[5] database of interactions, an accepted gold standard as our positive data set. The negative training set was composed of 1000 randomly selected PPIs not contained in the MIPS database, since false positives are in high abundance in the training data sets (similarly employed in [3,6,7]). These experiments were repeated 1000 times and a cut off point for the probability of true interactions was determined.

**Recovering false negative interactions via homology****:** A protein family is a group of evolutionarily related proteins based on sequence similarity. Additionally, it has been also observed that sequence-wise similar proteins share similar interaction patterns in the same organism[8], suggesting that proteins within the same family are likely to have similar interaction patterns.The Protein Family database was downloaded from Pfam [9], and we inferred an edge between two proteins if (1) they are not already known to interact in the PPIN, and (2) there exists at least one interaction between the families of these two proteins.

**GO Annotations and Association Rule Mining:** Biological annotations, e.g., Gene Ontology [10] Biological Process (GO-BP) annotations provide a basis to find functionally similar proteins. We map proteins in both known signaling pathways and protein-protein interaction networks to their annotations. In this study, the training data of known signaling pathways is collected from various publicly available pathways databases [5,11,12,13], and pathway connections are converted to tuples of interacting proteins. Next, GO-BP annotations of pathway proteins are collected and kept as functionality sets. For each protein, associations between gene product and GO terms are queried from the GO Database; the Biological Process ontology terms acquired are leaf nodes on the directed acyclic GO term graph. Each annotation of a protein is linked with its interacting neighbor’s annotations and a network of annotation links is formed. All possible combinations are examined since they represent all possible functional associations.

Association rule mining is then used to discover rules of GO annotation pairs, collecting the underlying patterns of signaling pathways to form a library of templates. The data used in this study generated results with 28572 observed association rules when the support value is 0.000003 and the confidence is 0.001 (Refer to [7] on how to pick a threshold). These rules and parameters are used to evaluate candidate pathway segments for possible occurrences of these rules.

**Interactions with weight assignments****:** A *weighted* PPIN is formed by calculating Pearson correlation coefficient of the interacting pairs’ gene expression levels. In this study, the absolute value of *corr*(*e*) is used to capture correlation (*r*=|*corr*(*e*)|>0.7). Usually the correlation of the expression genes provides some evidence as to whether the produced proteins are biologically related.

**Searching for pathway segments:** Our hypothesis is that, given association rules that capture the characteristics of some known pathways, and a weighted PPIN, a pathway segment should belong to a pathway if (1) it contains at least a certain number of these rules and (2) the average weight of interactions is above a given threshold. For filtering by GO annotation association rules, each pair of interacting proteins’ functional annotations is checked for a match with a tuple from the association rules set (the “rules” being defined from *a priori* known signaling pathways, e.g. KEGG).

For each selected path, an average *absolute* expression correlation coefficient is also calculated, which is then compared to the threshold (|*r|*>0.7). This extra filtering improves the outcome since true interactions often exhibit stronger correlation with expression levels [14]. These values are more apparent when examining signaling paths, i.e. chains of proteins. The candidate paths with *p*-values higher than the threshold are returned as query results.

**References**

1. Deane CM, Salwinski L, Xenarios I, Eisenberg D (2002) Protein interactions: two methods for assessment of the reliability of high throughput observations. Mol Cell Proteomics 1: 349--356.

2. Deng M, Sun F, Chen T (2003) Assessment of the reliability of protein-protein interactions and protein function prediction. Pac Symp Biocomput. Molecular and Computational Biology Program, Department of Biological Sciences, University of Southern California, 1042 West 36th Place, Los Angeles, CA 90089-1113, USA. pp. 140--151.

3. Sharan R, Suthram S, Kelley RM, Kuhn T, McCuine S, et al. (2005) Conserved patterns of protein interaction in multiple species. Proc Natl Acad Sci U S A 102: 1974--1979.

4. Huh WK, Falvo JV, Gerke LC, Carroll AS, Howson RW, et al. (2003) Global analysis of protein localization in budding yeast. Nature 425: 686--691.

5. Mewes HW, Heumann K, Kaps A, Mayer K, Pfeiffer F, et al. (1999) MIPS: a database for genomes and protein sequences. Nuc Ac Res 27: 44--48.

6. Scott J, Ideker T, Karp RM, Sharan R (2006) Efficient algorithms for detecting signaling pathways in protein interaction networks. J Comput Biol 13: 133--144.

7. Bebek G (2007) Analyzing and Modeling Large Biological Networks: Inferring Signal Transduction Networks. Cleveland: Case Western Reserve University. 140 p.

8. Bebek G, Berenbrink P, Cooper C, Friedetzky T, Nadeau J, et al. (2006) The degree distribution of the generalized duplication model. Theoretical Computer Science 369: 239--249.

9. Finn RD, Tate J, Mistry J, Coggill PC, Sammut SJ, et al. (2008) The Pfam protein families database. Nucleic Acids Res 36: D281-288.

10. Ashburner M, Ball CA, Blake JA, Botstein D, Butler H, et al. (2000) Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. Nat Genet 25: 25--29.

11. Campagne F, Neves S, Chang CW, Skrabanek L, Ram PT, et al. (2004) Quantitative information management for the biochemical computation of cellular networks. Sci STKE 2004.

12. Gough NR, Adler EM, Ray LB (2004) Focus Issue: Cell Signaling--Making New Connections. Sci STKE 2004: 12.

13. Kanehisa M, Araki M, Goto S, Hattori M, Hirakawa M, et al. (2008) KEGG for linking genomes to life and the environment. Nucleic Acids Res 36: D480-484.

14. Suthram S, Shlomi T, Ruppin E, Sharan R, Ideker T (2006) A direct comparison of protein interaction confidence assignment schemes. BMC Bioinformatics 7: 360+.

# Supplementary material for: Prediction and Testing of Biological Networks Underlying Intestinal Cancer
**Source:** PLoS One. 2010 Sep 1;5(9):e12497. doi: 10.1371/journal.pone.0012497
**Supplement:** Table S1 — Lists of 2D-DIGE targets identified in the intestinal crypts and villi of the Apc1638N+/− and Cdkn1a−/− mice. (0.12 MB DOC)

Table S1. List of proteins found differentially expressed in the villi and crypts of *Apc1638N*+/- mice (compared to the villi and crypts, respectively, of wild-type mice). P-values less than 0.05 are highlighted in yellow. Upregulation is highlighted in green; downregulation is highlighted in red.

| **Spot**  **#** | **Location** | **Gene Symbol** | **SwissProt Acc** | **Coverage (%)** | **Mass (kDa)** | **pI** | **Score** | **t-test**  **p-value** | **LIMMA**  **p-value** | **Fold**  **change** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 442 | Villi | ALDH1L1 | Q8R0Y6 | 58 | 98647 | 5.64 | 3906 | 0.184 | 0.039 | 1.64 |
| 442 | Villi | VIL1 | Q62468 | 47 | 92743 | 5.72 | 4724 | 0.184 | 0.039 | 1.64 |
| 463 | Villi | VIL1 | Q62468 | 62 | 92743 | 5.72 | 8484 | 0.012 | 0.002 | 1.871 |
| 479 | Villi | EEF2 | P58252 | 51 | 95253 | 6.41 | 5624 | 0.001 | 0.004 | 1.893 |
| 665 | Villi | HSPA5 | P20029 | 64 | 72377 | 5.07 | 11781 | 0.09 | 0.051 | 0.627 |
| 692 | Villi | GPD2 | Q64521 | 58 | 80848 | 6.17 | 5756 | 0.027 |  | 1.403 |
| 782 | Villi | LCP1 | Q3V0K9 | 60 | 70363 | 7.21 | 6060 | 0.02 | 0.003 | 2.357 |
| 900 | Villi | EPHX2 | P34914 | 17 | 62475 | 5.85 | 1316 | 0.034 | 0.031 | 1.507 |
| 902 | Villi | HSPD1 | P63038 | 42 | 60917 | 5.91 | 2937 | 0.016 |  | 1.57 |
| 1026 | Villi | KRT8 | Q61463 | 80 | 54531 | 5.42 | 14772 | 0.055 | 0.009 | 0.414 |
| 1110 | Villi | KRT8 | P11679 | 55 | 53210 | 5.42 | 4713 | 0.076 | 0.038 | 0.571 |
| 1110 | Villi | HNRNPF | Q9Z2X1 | 51 | 45701 | 5.31 | 3244 | 0.076 | 0.038 | 0.571 |
| 1115 | Villi | ACTR3 | Q99JY9 | 68 | 47327 | 5.61 | 4497 | 0.006 | 0.012 | 1.703 |
| 1176 | Villi | OAT | P29758 | 71 | 48324 | 6.19 | 9578 | 0.039 |  | 1.515 |
| 1226 | Villi | NDUFS2 | Q91WD5 | 55 | 52592 | 6.52 | 3419 | 0.028 |  | 1.32 |
| 1226 | Villi | OAT | P29758 | 52 | 48324 | 6.19 | 3253 | 0.028 |  | 1.32 |
| 1375 | Villi | ACTB | P60710 | 49 | 41710 | 5.29 | 1567 | 0.015 | 0.011 | 0.594 |
| 1402 | Villi | BPNT1 | Q9Z0S1 | 78 | 33175 | 5.54 | 4154 | 0.024 | 0.016 | 1.781 |
| 1431 | Villi | GNA11 | P21278 | 55 | 41997 | 5.7 | 1949 | 0.059 | 0.007 | 1.857 |
| 1533 | Villi | GAPDH | P16858 | 64 | 35787 | 8.44 | 4484 | 0.055 | 0.008 | 1.913 |
| 1552 | Villi | GPD1 | P13707 | 50 | 37560 | 6.75 | 2198 | 0.002 | 0.032 | 1.588 |
| 1552 | Villi | ANXA2 | P07356 | 59 | 39839 | 5.96 | 2160 | 0.002 | 0.032 | 1.588 |
| 1552 | Villi | OTC | P11725 | 50 | 38652 | 7.55 | 3748 | 0.002 | 0.032 | 1.588 |
| 1554 | Villi | MDH2 | P08249 | 50 | 35589 | 8.93 | 1268 | 0.053 |  | 1.467 |
| 1554 | Villi | GAPDH | P04797 | 48 | 35760 | 8.44 | 1387 | 0.053 |  | 1.467 |
| 1623 | Villi | MDH1 | P14152 | 42 | 36454 | 6.16 | 1597 | 0 | 0.009 | 1.74 |
| 1689 | Villi | SULT1B1 | Q9QWG7 | 64 | 34905 | 6.33 | 3318 | 0.144 | 0.049 | 1.879 |
| 1793 | Villi | KRT18 | P05784 | 43 | 47509 | 5.22 | 3682 | 0.006 | 0.007 | 0.481 |
| 1885 | Villi | NDUFS8 | Q5M9P5 | 45 | 24023 | 5.89 | 1689 | 0.037 |  | 0.769 |
| 1902 | Villi | KRT19 | P19001 | 57 | 44515 | 5.28 | 17414 | 0.013 | 0.012 | 0.49 |
| 1943 | Villi | ATP5H | Q91YK9 | 65 | 18738 | 5.52 | 2127 | 0.001 | 0.018 | 0.597 |
| 1943 | Villi | KRT20 | Q9D312 | 44 | 49004 | 5.31 | 3791 | 0.001 | 0.018 | 0.597 |
| 2011 | Villi | KRT19 | P19001 | 60 | 44515 | 5.28 | 3948 | 0.005 |  | 0.426 |
| 442 | Crypt | ALDH1L1 | Q8R0Y6 | 58 | 98647 | 5.64 | 3906 | 0.029 |  | 0.639 |
| 442 | Crypt | VIL1 | Q62468 | 47 | 92743 | 5.72 | 4724 | 0.029 |  | 0.639 |
| 628 | Crypt | IMMT | Q8CAQ8 | 74 | 83848 | 6.18 | 9144 | 0.044 |  | 0.702 |
| 906 | Crypt | PDIA3 | P27773 | 63 | 56586 | 5.98 | 4423 | 0.043 | 0.019 | 1.534 |
| 930 | Crypt | KRT8 | P11679 | 16 | 54531 | 8 | 1117 | 0.009 | 0.015 | 1.625 |
| 1661 | Crypt | CAPZB | A2AMV7 | 71 | 33746 | 6.02 | 3020 | 0.165 | 0.044 | 1.804 |

Table S2. List of proteins found differentially expressed in the villi and crypts of *Cdkn1a*-/- mice (compared to villi and crypts, respectively, of wild-type mice). P-values less than 0.05 are highlighted in yellow. Upregulation is highlighted in green; downregulation is highlighted in red.

| **Spot**  **#** | **Location** | **Gene**  **Symbol** | **SwissProt**  **ID** | **Coverage**  **(%)** | **Mass (kDa)** | **pI** | **Score** | **t-test**  **p-value** | **LIMMA**  **p-value** | **Fold**  **change** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1552 | Villi | ANXA2 | P07356 | 59 | 39839 | 5.96 | 2160 | 0.04 |  | 1.32 |
| 1039 | Villi | ATP5A1 | Q03265 | 49 | 59716 | 9.22 | 4277 | 0.09 | 0.05 | 1.50 |
| 479 | Villi | EEF2 | P58252 | 51 | 95253 | 6.41 | 5624 | 0.04 | 0.05 | 1.53 |
| 1039 | Villi | GLUD1 | Q8C273 | 61 | 61298 | 8.05 | 5415 | 0.09 | 0.05 | 1.50 |
| 1552 | Villi | GPD1 | P13707 | 50 | 37560 | 6.75 | 2198 | 0.04 |  | 1.32 |
| 1793 | Villi | KRT18 | P05784 | 43 | 47509 | 5.22 | 3682 | 0.04 |  | 0.65 |
| 2011 | Villi | KRT19 | P19001 | 60 | 44515 | 5.28 | 3948 | 0.01 |  | 0.43 |
| 1032 | Villi | KRT8 | Q3TJE1 | 83 | 54514 | 5.42 | 13024 | 0.04 |  | 0.68 |
| 1623 | Villi | MDH1 | P14152 | 42 | 36454 | 6.16 | 1597 | 0.04 |  | 1.30 |
| 1552 | Villi | OTC | P11725 | 50 | 38652 | 7.55 | 3748 | 0.04 |  | 1.32 |
| 463 | Villi | VIL1 | Q62468 | 62 | 92743 | 5.72 | 8484 | 0.01 | 0.02 | 1.50 |
| 691 | Crypts | HSPA9 | P38647 | 56 | 73483 | 5.91 | 7584 | 0.16 | 0.03 | 1.86 |

How the deposited data were processed for this re-analysis (not part of the article)

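Gene expression was measured on 24 Affymetrix Mouse Genome 2.0 arrays, 1 for the villus fraction and 1 for the crypt fraction of the intestinal epithelium of each of 12 mice (4 wild-type, 4 Apc1638N+/− and 4 Cdkn1a−/−). Crypt and villus arrays were paired by the name of the mouse in the sample labels. The deposited values are log2 intensities of probe sets, which the authors made from the array images in MATLAB by Robust Multiarray Averaging, a background correction, quantile normalization and summary of probes. The version of the procedure is not given in the sources used here, nor whether the 24 arrays were normalized together. All columns were mapped to a condition, and 0 were left unused. The array medians lay between 4.19 and 4.42, the 75th percentiles between 5.87 and 6.35, the minima between 2.22 and 2.46 and the maxima between 14.5 and 14.9, so that the values were used as they are.

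Of 45101 probe sets, 34920 were annotated with a single gene, 895 with several genes and 9286 with none. The last 2 kinds were not tested as genes, and 1049 symbols were updated to the current name. Each of 18152 genes was represented by the probe set with the highest mean over the 24 arrays, which is the paper's rule for a single probe, while V2 and T2 took all 49 probe sets of the 18 nodes, with Apc and Cdkn1a left out. Gene positions came from the RefSeq annotation of the mouse assembly GRCm38.p6. Some genes of the lists are not reported here.

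Each mutant was compared with the wild type within the 12 arrays of a layer by limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 3 genotypes with a common spread), and crypts were compared with villi over the 24 arrays with the mouse as a block. Whether an effect differed between layers was tested by limma on the crypt minus villus difference of each mouse. P-values were adjusted by the method of Benjamini and Hochberg over all genes, with a threshold of 0.05, and also over each gene list alone. Exact permutation tests of 4 against 4 mice were two-sided, and 0.0286 is the smallest p they allow. Gene lists were tested by camera with a preset correlation of 0.01, by camera with an estimated correlation, and by fry. Fry tests whether the genes of a list move, on balance, one way or change in either direction, and compares the list with no other genes. No list kept its camera call with an estimated correlation. Data were read with data.table 1.17.8, and statmod 1.5.0 estimated the correlation of the arrays of a mouse, which was 0.101.

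V2 and T2 were computed as in the methods, with covariances of 0 and the upper tail of 10000 relabellings, each with normal noise of the standard deviation of the probe set in its genotype. The 12 arrays of a layer were relabelled together for V2 and the 8 of a mutant and the wild type for T2, which the methods do not state. The relabellings were also enumerated exactly without noise, 34650 for V2 and 70 for T2. For coexpression, Spearman correlations over the 24 arrays were compared between the targets of Table S1 and all genes by a modified Kuiper statistic K, with the weights of the methods and the sizes of the largest deviations to both sides added. The formula that the methods print adds the largest and the smallest signed deviation, and was run as an alternative. The p of a node came from a normal fit to 500 random gene sets. A node counted as differentially expressed when its t-statistic with unequal variances passed 1.64485 in size in either layer. The logarithms of the p-values of nodes were summed to τ and compared with a chi-square distribution. These steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The 24 arrays form 6 conditions, and the correlations of nodes with targets therefore include differences between conditions.

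The 28 gene lists cover the network and the oncogenes, mutated genes and 2D-DIGE targets that the paper names, Wnt and p53 targets, proliferation, cell types of the epithelium (enterocyte, goblet, enteroendocrine, Paneth and tuft cells), immune, MHC class II and stromal genes, genes of the small and of the large intestine, homeobox genes of segment identity, early stress genes, interferon response, fatty acid oxidation, oxidative phosphorylation, ribosomal proteins, chaperones of the endoplasmic reticulum, xenobiotic metabolism, antimicrobial genes and cholesterol synthesis. Lists, comparisons, tests and all alternatives not marked otherwise were chosen before the data were examined. Named genes are the network nodes, Apc, Cdkn1a, the genes the paper names, the targets of Table S1, the 10 largest rises and falls per comparison among genes at an adjusted p under 0.05 whose groups do not overlap (for crypts against villi, in the same direction in all 12 mice), and members of the lists as examples. The directions in Table S1 and the colors of Figures 3 to 5 had been seen. Alternatives to each choice were run, among them other noise models and label permutations for V2, other array normalizations, other filters on dim genes, other blocks, other random gene sets, and leaving out each mouse in turn.

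The procedures were tested on simulated data. With 200 genes changed, limma found 50.7%, 92.5% and 97.0% of log2 changes of 1, 2 and 3 between 4 and 4 crypt arrays of Apc1638N+/− and wild-type mice, with a share of false calls of 4.76%, and 89.6%, 100% and 100% between crypts and villi, with 5.85%. For the difference between layers in the effect of a mutation it found 35.8%, 76.1% and 95.5%, with a share of false calls of 8%. For V2 with no effect, 4 of 100 simulated sets were called at 0.05 without noise and 6 with noise, and all 100 with a shared effect. On the arrays themselves, relabelled, the procedure with noise called 57 of 400 sets in crypts (14.2%) and 46 of 400 in villi (11.5%) at 0.05. Of 200 random gene lists in crypts, 63.5% had a p of 0.05 or less with noise and 18.5% without. The Kuiper test called 50 of 50 simulated nodes that follow the targets, 20 of 50 that were independent of targets which vary together, and 1 of 50 where all genes were independent. A simulated list that moved had a camera p of 1.15e-23, and 5 of 200 lists that did not move had a p under 0.05.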

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

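The tests by other splits of the samples and the test of the narrower range of values were chosen after the results were seen, as were the counts at an unadjusted p under 0.001 near the mutated genes and the alternatives for V2 and T2 with a second quantile normalization, the exact enumeration with split wild-type mice, and matched random sets with layer means removed or with 1 set for all nodes. Single samples stood apart from the other 3 of their condition in 6 of 156 groups of 4, where chance gives 7.8. These were the log2 value of Ctnnb1 in Apc1638N+/− villi of mouse m05 (11.52), of Cdk3 in Cdkn1a−/− crypts of mouse i74 (4.77), of Erbb3 in Apc1638N+/− villi of mouse m79 (10.75), of the brighter probe set of Cdkn1a in Cdkn1a−/− villi of mouse j04 (9.90), and of a probe set of Apc in Apc1638N+/− crypts of mouse m05 (6.81) and of another in Cdkn1a−/− villi of mouse i49 (4.70).

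The effect of the loss of Cdkn1a differed between crypts and villi, adjusted over the nodes alone, for Erbb3 (-1.33), Akt1 (-1.0), Ccne1 (0.83) and Cav2 (0.64) at their brightest probe sets, while the other probe set of Erbb3 had 0.05 in crypts and -0.04 in villi, and 2 of the other 3 of Akt1 had no lower log2 fold change in crypts than in villi. Over all genes limma called 0 differences between layers for Cdkn1a−/− mice, with 5364 at an unadjusted p under 0.05, and 0 for Apc1638N+/− mice, with 1482. The numbers at the unadjusted p were 3495 without the Cdkn1a−/− mouse j04, and 587, 598 and 3232 without the Apc1638N+/− mice m79, n80 and m05. A count of 0 is reached by 35 of 35 splits of the mice whatever the data, with highest counts of 0 and 6 in the other splits, so that the splits decide nothing here. Crypt minus villus differences of mutant and wild-type mice did not overlap for 3523 genes (19.4%) in Cdkn1a−/− and 622 (3.43%) in Apc1638N+/− mice, where chance gives 2.86%.

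Genes that differ between crypts and villi, which the paper does not list, numbered 5983. Of 98 splits that swap the layer labels within mice, the real one alone called as many (1 of 98, highest other 0), so that chance can be excluded. Limma called 0 genes in Apc1638N+/− crypts, Apc1638N+/− villi and Cdkn1a−/− crypts, which 35 of 35 splits reach by construction, so that the splits decide nothing on these; the highest counts in other splits were 246, 949 and 1. The 1 gene in Cdkn1a−/− villi is reached by 2 of 35 splits, with a highest count of 53, so that chance cannot be excluded. The splits with 246 and 949 genes set the Apc1638N+/− mice m79, n80 and m64 with 1 wild-type mouse against m05 and the rest. The samples thus also group in a way other than by their genotype labels. The cause was not tested, and the Apc probe sets do not test the genotype of m05. The highest correlation between arrays was that of the crypt arrays of m05 and the wild-type mouse i28, at 0.991. The villus arrays of n80 and the wild-type mouse n10 also reached 0.989. The villus array of m05 correlated at 0.981 with that of the Cdkn1a−/− mouse i49 and at 0.980 with that of the wild-type mouse h85. These correlations do not decide the genotype of m05. At an unadjusted p under 0.05, Cdkn1a−/− crypts had 4277 genes, more than any other of their 35 splits (highest other 2601, chance 907.6), 2448 without mouse j04, and 491 with the first letter of the mouse names as a block. Of the wild-type mice only i28 shares a letter with the Cdkn1a−/− mice, so that what the letter stands for, which is not given, and genotype are not separated. For the other comparisons, 18 of 35 splits were as large for Apc1638N+/− crypts, 15 for Apc1638N+/− villi and 3 for Cdkn1a−/− villi.

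Abca3, a lipid transporter, rose in Cdkn1a−/− villi (1.64), a call lost with the first letter of the mouse names as a block (1.73, adjusted p = 0.984) and with the mouse as a random block (adjusted p = 0.109). It lies within 10 Mb of Cdkn1a, among 418 such genes. With 1 call in all, the test set beforehand (Fisher's exact test, p = 0.0231) gives no more than the share of genes in that window. Of the 418, 7 had an unadjusted p under 0.001 in Cdkn1a−/− villi, against 29 of 17685 elsewhere (Fisher's exact test, p = 1.56e-05). The 7 were Abca3, Zfp52 (-1.44), Zbtb22 (0.96), Capn15 (0.77), Btbd9 (0.71), Cyp4f13 (0.70) and Zfp598 (0.69), named after their values were seen. In crypts 5 of the 418 and 105 elsewhere had such a p (Fisher's exact test, p = 0.111). Near Apc, 155 genes held no call in either layer. Which strain the chromosome segment around the targeted gene comes from was not analysed here.

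The joint V2 of the network in crypts had a permutation p of 0.0383 with noise. Without noise its exact p was 0.0951, so that the noise added to the relabelled arrays is a candidate cause of the value under the threshold. It lay at percentile 47.4 of random gene lists matched on intensity and number of probe sets, which is consistent with a shift shared by the whole array. With the wild-type mice split 2 and 2 the p was 0.0451 with noise and 0.103 by exact enumeration without, against 0.0383 and 0.0951 with all wild-type mice for both mutants, and V2 was 20.6 against a null mean of 0.07, where it had been 35.9 against 16.6. Relabelling the 12 arrays together keeps the shared wild-type arrays in the null. The split can therefore not decide whether the sharing is a source of a low p. With labels permuted separately for each mutant, the null mean was -0.05 and the permutation p 0.002. The procedure with noise calls 14.2% of relabelled crypt sets at 0.05. With the values quantile normalized again V2 fell to 19.6 against a null mean of 16.6 (null standard deviation 7.90, before 9.03; permutation p = 0.2999), so that the low p ended with the fall of V2 itself, and the range of values on the arrays is a candidate cause. A biological effect of both mutations on many genes of the crypt stays open, and was not tested apart from these.

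Coexpression of nodes with 2D-DIGE targets was found for 23 pairs of a node and a target list. With random sets matched on intensity 4 pairs passed, which is consistent with the high intensity of the targets as the source of most. With the layer means removed 25 pairs passed, so that the count does not need the difference between crypt and villus arrays. Random genes outside the network passed in 72.7% of cases for the Apc1638N+/− and 41.6% for the Cdkn1a−/− targets. The count therefore cannot decide what drives the correlations of the nodes. A biological tie of the nodes to abundant epithelial transcripts in general stays open and was not tested.

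Many genes shifted in Cdkn1a−/− crypts. The shift correlated at -0.485 across genes with the level in wild-type villi, which is consistent with a narrower range of values on these arrays, bright genes lower and dim genes higher. A change in the share of villus cells as the only source is argued against. The 200 genes highest in crypts over villi had a median of -0.27. The 200 genes highest in villi had -0.63, of the same sign. Genes above the array-wide median as a whole had a median of -0.24 on these arrays. The shared sign therefore cannot decide on fewer villus cells together with a narrower range of values. Fewer villus cells would also lower genes with a high level in villi, so that the correlation of -0.485 does not separate these explanations. Whether these fractions held fewer villus cells cannot be told apart from other shifts by the correlation of 0.165 with the crypt minus villus difference of Apc1638N+/− mice. With the values quantile normalized again, 2774 genes had an unadjusted p under 0.05 in these crypts, against 4277 before and 907.6 by chance. T2 of the network there was 64.1 (permutation p = 0.0408), against 103 before (permutation p = 0.0068). Before this normalization, other splits of the same mice reached up to 2601 such genes. The T2 values here carry noise, and without noise the exact permutation p before this normalization was 0.0571. Whether part of the shift stayed when the range of values was made equal is therefore not decided. An effect of the loss of Cdkn1a on many crypt genes stays open.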

How the results depend on the processing

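The alternatives for V2 and T2 with a second quantile normalization, for V2 with split wild-type mice and exact enumeration, and with matched random sets after removal of layer means or with 1 set for all nodes were chosen after the results were seen. The joint V2 of the crypts (permutation p = 0.0383) kept its side of the threshold under 6 alternatives and lost it under 18. Its p was 0.0558 without probe sets of the _x and _s kind, 0.051 with dim probe sets left out, 0.0951 by exact enumeration without noise, 0.0895 with the noise of relabelled groups, 0.103 by exact enumeration with the wild-type mice split, 0.2999 with quantile normalization again and 0.318 with that and exact enumeration. Without single mice, by exact enumeration, the p ranged from 0.0194 (without m64) to 0.223 (without n80). T2 of Cdkn1a−/− crypts (permutation p = 0.0068) had an exact p of 0.0571 and 0.0286 to 0.114 without single mice. The joint V2 of the villi (permutation p = 0.322) had a p of 0.0463 with labels permuted separately for each mutant, and 0.128 to 0.727 without single mice. T2 of Apc1638N+/− crypts and villi and of Cdkn1a−/− villi stayed above the threshold. The values without single mice are exact and carry no noise, and with all mice the exact p was already 0.0951 for V2 and 0.0571 for T2, so that the loss with fewer samples is not separated from the loss without noise. The cause was not tested otherwise.

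In Apc1638N+/− crypts limma called 0 genes, and 1 (Abhd3, named after its value was seen) without mouse m64. In Cdkn1a−/− crypts it called 0, 88 with the Cdkn1a−/− and wild-type arrays alone and 370 with the mouse as a random block over all arrays, and the methods' t-test called 1, Rnf121. In Cdkn1a−/− villi it called 1, 0 by the methods' t-test, with the random block and with the first letter of the mouse names as a block, and 2 (Abca3 and Cdkn1a) over all named probe sets. Crypts against villi gave 5983 genes, 3757 in the wild-type mice alone, which are fewer samples, and 6192 with no replicate block, unpaired. The layer interaction of Cdkn1a gave 0, 20 with no replicate block and 99 with a trend and robust fit. The r of the fold changes of both mutants fell from 0.688 to 0.354 in crypts and from 0.539 to 0.153 in villi with the wild-type mice split. The counts of genes in Apc1638N+/− villi and for the layer interaction of Apc stayed as they were. The calls near the mutated genes were tested under other window sizes alone, 5 and 20 Mb, and stayed as they were with these; the only one, Abca3, is lost where Cdkn1a−/− villi have 0 calls. Of the log2 fold changes of named genes under the alternatives, 3768 kept their direction and side of the threshold, 31 were weaker, 12 stronger and none reversed. The cause was not tested.

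Nodes coexpressed with the Apc1638N+/− targets numbered 16, and 4 with K as printed in the methods. With random sets matched on intensity 1 node passed, and 3 with that and layer means removed. The τ of these targets over all nodes had a p of 0.263 with matched sets and 0.283 with 1 matched set for all nodes. It stayed under the threshold with matched sets and layer means removed (chi-square p = 0.0224) and with K as printed (chi-square p = 0.00155). Over the differentially expressed nodes the chi-square p was 0.581 with matched sets and 0.0800 with that and layer means removed. With K as printed it was 2.78e-04. For the Cdkn1a−/− targets 7 nodes passed, 4 with K as printed, 3 with matched sets, 1 with that and layer means removed, 14 with crypt arrays alone, 13 with all probe sets, and 2 (without the wild-type mouse i28) to 11 (without j04) when single mice were left out. Its τ over all nodes had a chi-square p of 0.148 with K as printed and 0.133 with matched sets. It was 0.361 with matched sets and layer means removed, and 0.192 by permutation with 1 matched set for all nodes. Over the differentially expressed nodes the chi-square p was 0.0260 with K as printed and 0.230 with matched sets. With matched sets and layer means removed it was 0.458. The targets are abundant transcripts, and matched sets hold genes of their intensity; beyond that the cause was not tested.

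Of the 28 lists, camera called 8 in Apc1638N+/− crypts, 14 in Cdkn1a−/− crypts, 9 in Apc1638N+/− villi, 5 in Cdkn1a−/− villi, 15 for crypts against villi, 12 for the layer interaction of Apc and 10 for that of Cdkn1a. With an estimated correlation it called 0 in each. Fry called 0, 0, 0, 0, 18, 0 and 1 and, in either direction, 0, 4, 0, 0, 26, 0 and 8. With dim genes left out camera called 5, 3, 4, 6, 15, 10 and 6. The signal over background limits what dim genes can show, and the cause of the changes was not tested.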

Differences from the paper's values

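The alternatives for V2 and T2 with a second quantile normalization, for V2 exact enumeration with split wild-type mice, and matched random sets after removal of layer means or with 1 set for all nodes were chosen after the results were seen. For the joint V2 in crypts the paper's p is 0.002 and the p here 0.0383; of 21 alternatives set before the data were examined, only that with labels permuted separately for each mutant gives a p within 1.5 times of the paper's (0.002). In villi the paper's p is 0.060 and the p here 0.322, and again only the separate labels come close enough (0.0463), 1 of 21. None of the later alternatives does in either layer.

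For τ over all nodes with the Cdkn1a−/− targets, the paper's p is 3.1e-8 and the chi-square p here 1.63e-08. Of 23 alternatives, 3 fall within 1.5 times of the paper's, the empirical p from 10000 random sets (2.52e-08) and the omission of the wild-type mouse n10 (2.33e-08) or of the Cdkn1a−/− mouse i49 (3.16e-08). For τ over differentially expressed nodes with the Apc1638N+/− targets the paper's p is 1.4e-5 and the chi-square p here 2.52e-07, with 0 of 23 alternatives within. With the Cdkn1a−/− targets the paper's p is 1.6e-3 in its results and the chi-square p here 7.56e-07. Its discussion gives 3.3e-3 for the Cdkn1a−/− targets and does not state which nodes this covers. Of 23 alternatives, 1 (1 random set for all nodes) is within 1.5 times of either (permutation p = 0.0023). For differentially expressed nodes the paper's binomial p is 3.3e-5 for the Cdkn1a−/− targets and 3.1e-7 for the Apc1638N+/− targets, and here 1.84e-04 and 4.81e-04, with 0 of 22 alternatives within for either. With all probe sets, the paper gives a p of τ below 1e-20 for differentially expressed probe sets, and here the chi-square p was 8.52e-18 for the Apc1638N+/− and 1.46e-14 for the Cdkn1a−/− targets; no alternative was set for these.

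Figure 5 of the paper shows MAP2K1, AKT1, CCND1 and ERBB3 as the nodes that are differentially expressed and coexpressed with the Apc1638N+/− targets. Here the t-statistics of the first 3 did not pass the methods' threshold in either layer of the Apc1638N+/− mice, and ERBB3 passed and was coexpressed. For the Cdkn1a−/− targets Figure 5 shows MAP2K1, AKT1, PIM1 and CCNE1. Here AKT1 passed both tests, the Kuiper p values of MAP2K1, PIM1 and CCNE1 were 0.0894, 0.113 and 0.260, and PIM1 did not pass the t threshold. The paper sees more brightly colored nodes in crypts than in villi. Here the tally past the t threshold was 6 in crypts and 8 in villi of Cdkn1a−/− mice, and 3 and 2 in Apc1638N+/− mice. It describes ERBB3, JAK2, MAP2K1 and MAPK8 as downregulated in crypts and as diminishing in villi. Here all 4 had negative log2 fold changes against the wild type in the crypts of both mutants, and had higher transcript levels in villi than in crypts, with log2 differences between crypts and villi from -1.62 to -0.56 over all 12 mice; in wild-type mice alone Erbb3 was at 10.26 in crypts and 10.27 in villi. The supplementary methods reject null hypotheses for coexpression with the Apc1638N+/− targets, for all and for differentially expressed nodes, and not those for the Cdkn1a−/− targets. For the latter the chi-square p here was 1.63e-08 over all and 7.56e-07 over differentially expressed nodes, both under the significance level used there. The paper's own p of τ over all nodes with the Cdkn1a−/− targets also lies under that level. The figure legend of the null distributions describes a slight negative shift of the villi. The null means here were both 16.6. Between V2 values of 0 and 4 there were 369 relabellings in villi and 294 in crypts, and between 4 and 8 there were 1109 and 985. The paper states small intestine and an age of 3 months, and the sample labels large intestine and 6 months. The mean levels of the small and large intestine gene lists argue against the large intestine, and the age cannot be read from the values.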

Other observations

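The test near Cdkn1a of genes with a low p in both layers was chosen after the results were seen. Most of the ribosomal, chaperone, early stress and cholesterol genes measured passed as higher in crypts than in villi. Most of the interferon response and xenobiotic genes passed as lower. None of these lists kept its camera call with an estimated correlation. All 9 ribosomal protein genes measured were higher in crypts (9 over the list alone; Rps6 2.16; camera adjusted p = 6.17e-09, adjusted p = 0.169 with an estimated correlation). Of 14 chaperones of the endoplasmic reticulum 10 were higher (10 over the list alone; Hsp90b1 1.62; camera adjusted p = 2.74e-04, adjusted p = 0.335 with an estimated correlation), of 14 early stress genes 8 (8; Egr1 1.87, Hspa1a 2.48; camera adjusted p = 3.24e-04, adjusted p = 0.335 with an estimated correlation) and of 12 genes of cholesterol synthesis 9 (9; Idi1 1.87; camera adjusted p = 7.67e-04, adjusted p = 0.335 with an estimated correlation). Lower in crypts were 8 of 9 interferon response genes (8; Ifit1 -3.18, Usp18 -3.05; camera adjusted p = 1.24e-08, adjusted p = 0.153 with an estimated correlation) and 8 of 15 genes of xenobiotic metabolism against 1 higher (8 and 1; Cyp3a11 -2.68; camera adjusted p = 0.00262, adjusted p = 0.377 with an estimated correlation). The camera tests did not call the genes of the small intestine (4 higher and 8 lower of 16, 4 and 8 over the list alone), fatty acid oxidation (3 and 1 of 10, 4 and 1), oxidative phosphorylation (5 and 1 of 15, 5 and 1), p53 targets (3 and 5 of 18, 4 and 5), MHC class II (H2-Ab1 lower of 6, -0.75, and 0 over the list alone), stroma (Vim lower of 16, -1.46), antimicrobial genes (Pla2g2a higher of 14, 1.21), the large intestine (2 higher of 11, among them Aqp4 2.71; 1 over the list alone) or homeobox genes (Cdx2 1.09, Cdx1 1.02 and Hoxb6 0.42 higher of 13), nor the network (4 and 8 of 18, 5 and 8 over the list alone) and the Apc1638N+/− and Cdkn1a−/− target lists (8 and 12 of 30, 8 and 13 over the list alone; 6 and 3 of 12, 6 and 3). The estimated-correlation tests called none of them.

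Response to the loss of Cdkn1a differed between the layers for some absorptive cell genes, adjusted over the lists alone. These were 6 of 23 enterocyte genes and 5 of 16 genes of the small intestine, and none passed over all genes. Genes above the array-wide median as a whole had a median difference of -0.38, and most genes of the enterocyte, small intestine and chaperone lists lie above that median. The crypt minus villus difference was lower in Cdkn1a−/− than in wild-type mice for 6 of 23 enterocyte genes, among them the brush border peptidases Anpep (-3.03), Dpp4 (-2.44) and Mep1a (-2.05; camera adjusted p = 2.62e-04, adjusted p = 0.603 with an estimated correlation), and for 5 of 16 genes of the small intestine, among them Cubn (-4.00), the peptide transporter Slc15a1 (-2.94) and Enpep (-2.44). It was lower for Reg3b (-1.77) and Reg3g (-3.03) and higher for Pla2g2a (1.23) among 14 antimicrobial genes, and lower for Creld2 (-1.47), Calr (-1.39), Dnajb11 (-1.24) and Hspa5 (-1.18) of 14 chaperones. In Apc1638N+/− mice it was lower for Hspa1a (-2.40), Hspa1b (-1.80), Klf2 (-1.73) and Ier3 (-1.19) of 14 early stress genes (camera adjusted p = 7.92e-06, adjusted p = 0.698 with an estimated correlation). The homeobox gene Cdx2, which sets intestinal identity, was lower in both, by -1.15 in Cdkn1a−/− and -1.19 in Apc1638N+/− mice. Stromal and muscle genes were higher in Cdkn1a−/− crypts for 14 of 16, with 0 over the list alone (camera adjusted p = 0.0115, adjusted p = 0.532 with an estimated correlation). The mean of these genes was 4.18 in wild-type crypts, under the array-wide median, and higher by 0.25 in Cdkn1a−/− crypts. Genes under that median as a whole had a median log2 difference of 0.18 on these arrays. Of 22 Wnt target genes none passed in crypts of either mutant. The mean of the list was higher in Apc1638N+/− than in wild-type villi by 0.26 (exact permutation p = 0.0286), and by 0.06 in Cdkn1a−/− villi (exact permutation p = 0.6). Most genes of this list that differ between the layers are higher in crypts. A larger share of crypt cells in Apc1638N+/− villus fractions is therefore not excluded as the source of the rise there.

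The 2D-DIGE targets, chosen by the study on epithelium of these mouse models, are no independent evidence of direction at the transcript level. The transcript moved in the direction of the protein in Table S1 for 14 of 27 targets in Apc1638N+/− villi, 4 of 6 in Apc1638N+/− crypts, 8 of 11 in Cdkn1a−/− villi and 0 of 1 in Cdkn1a−/− crypts (Hspa9, -0.60), and limma called 0 of them over all genes. At an unadjusted p under 0.05 were Glud1 in Cdkn1a−/− villi (1.03) and Hspa9. Annexin A2, Anxa2, had villus log2 fold changes of 0.03 in Apc1638N+/− and -0.08 in Cdkn1a−/− mice, and the elongation factor Eef2 0.19 and 0.57. Of the 30 Apc1638N+/− targets measured, 26 were lower in Apc1638N+/− crypts (camera adjusted p = 1.73e-04, adjusted p = 0.637 with an estimated correlation) and 27 in Cdkn1a−/− crypts (camera adjusted p = 2.94e-04, adjusted p = 0.532 with an estimated correlation). The mutated genes as a list, each by its brightest probe set, were lower in Cdkn1a−/− crypts adjusted over the list alone (Apc -0.74, exact permutation p = 0.171; Cdkn1a -0.91, exact permutation p = 0.0857). The other probe sets of Apc had -0.47, -0.29 and 0.00 there, and genes above the array-wide median had a median of -0.24 on these arrays.

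Near Cdkn1a, 0 of 418 genes had an unadjusted p under 0.01 and the same sign in both layers of Cdkn1a−/− mice, against 3 of 17685 elsewhere, Mt1 (0.98 and 1.81 in crypts and villi), Pabpn1 (1.24 and 0.72) and Spry2 (-0.85 and -0.76), named after their values were seen. The network node Pim1, on the chromosome of Cdkn1a, had -0.44 and -0.23.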
